# Physiological and functional characterization for high‐throughput optogenetic skeletal muscle exercise assays

**DOI:** 10.1002/btm2.70101

**Published:** 2025-12-14

**Authors:** Ronald H. Heisser, Angel Bu, Laura Schwendeman, Tamara Rossy, Pavankumar Umashankar, Vincent Butty, Ritu Raman

**Keywords:** exercise, optogenetics, skeletal muscle, tissue engineering

## Abstract

Exercise promotes human mobility by tuning the function of skeletal muscle, and recent studies highlight exercise's broader impacts on human health via muscle's paracrine and endocrine roles beyond force generation. In vitro models of tissue engineered skeletal muscle enable precise investigation of adaptation to exercise, with emerging approaches for optogenetic muscle stimulation providing a less invasive alternative to traditional techniques for electrical stimulation. In this study, we present a high‐throughput muscle culture and optical exercise protocol for scalable in vitro exercise studies. First, we characterize optical rheobase for 2D muscle monolayers, finding that optical intensities as low as 5 μW mm^−2^ can trigger functional contraction. We then leverage RNA sequencing to map changes in muscle gene expression in response to various optical exercise regimens, highlighting how changing stimulation parameters impact myogenic and broader physiological and pathological transcriptional responses. Our platform and results establish a practical foundation for high‐throughput in vitro exercise studies of skeletal muscle.

**Translational Impact Statement**

Robust in vitro models of tissue engineered skeletal muscle enable investigating exercise‐mediated responses at the cell and tissue level. We leverage optogenetic techniques and open‐source hardware to develop a minimally invasive high‐throughput muscle exercise assay that avoids common pitfalls of electrical stimulation including media electrolysis and complicated experimental procedures. Our study generates RNA sequencing datasets in response to several muscle training regimens (spanning a range of stimulation frequencies and durations), revealing physiological and pathological responses to exercise and informing practical next steps for cultivating more mature skeletal muscle models.

## 1 INTRODUCTION

Mobility is a critical indicator of longevity in human health,^1^, ^2^, ^3^ and exercise can sustain a level of skeletal muscle composition necessary for bodily resilience (such as impact from falls), strength, and cardiovascular health.^4^ Beyond a biomechanical role, recent research has implicated muscle contraction in regulating biochemical communication with many organ systems. While glucose uptake and thermogenic pathways have been understood for decades, recent studies have highlighted that exercising muscles also release signaling molecules, “myokines,” that influence vascularization, bone formation, immune system function, peripheral nerve growth, and even glucagon‐like peptide‐1 (GLP‐1) secretion.^5^, ^6^, ^7^, ^8^

Tissue engineering can help advance understanding of muscle physiology by enabling high‐throughput in vitro observation of changes in muscle fiber morphology, contractility, and gene expression.^9^, ^10^ Reproducible protocols for culturing and exercising skeletal muscle tissues in vitro can address current drawbacks of in vivo studies, in which exercise regimens can be difficult to uniformly apply across individuals, and muscle‐specific responses can be hard to isolate.^11^, ^12^

Most in vitro exercise studies have leveraged electrical stimulation to trigger repeated muscle contraction. In this approach, applying an electric field to cell culture media opens voltage‐gated ion channels in the cell membrane, including the voltage‐gated calcium ion channels that trigger excitation‐contraction coupling. Studies have reported that prolonged electrical stimulation of engineered muscle tissues leads to deterioration of contractile performance over time, potentially due to electrolysis of the culture media that can change pH.^13^, ^14^, ^15^, ^16^ Moreover, electrical stimulation typically generates bubbles that reduce optical accessibility and the ability to record precise functional readouts via optical microscopy. Finally, electrical stimulation requires placing tissues between pairs of precisely spaced electrodes, often requiring extensive manual handling steps and multi‐step electrode sterilization protocols.

Advances in optogenetics have enabled a less invasive alternative to electrical stimulation of skeletal muscle. In this approach, muscle cells can be engineered to express light‐gated membrane calcium ion channels that can be specifically activated to initiate contraction. Optical stimulation also offers precise spatial control and could be used to pattern parts of a tissue, rather than the tissue as a whole, aligning with in vivo studies that highlight the benefits of spatially targeted muscle stimulation.^17^, ^18^ A current drawback of optogenetic exercise approaches is that the lack of commercially available optogenetic cell lines limits broader access. However, several papers have reported effective methods for researchers to engineer optogenetic muscle cells and also highlighted best practices for avoiding off‐target effects of genetic engineering on downstream muscle contractility.^19^, ^20^

In previous studies, we have leveraged optical stimulation to exercise tissue‐engineered 3D muscle constructs in vitro and in vivo, and demonstrated that daily optical stimulation can increase contractile force by ~300%.^18^, ^21^ However, these studies did not systematically investigate or optimize how different optical exercise training regimens impact muscle gene expression. Moreover, given the opacity of 3D muscle tissues, such culture platforms do not enable uniformly stimulating all cells within a tissue at the same light intensity. Precise investigation of muscle transcriptional responses to prolonged optical stimulation thus requires scalable methods for culturing and uniformly optically stimulating 2D monolayers of contractile muscle.^22^, ^23^, ^24^, ^25^, ^26^

Historically, 2D skeletal muscle cultures have rarely been leveraged for exercise studies, as muscle monolayers typically delaminate from underlying substrates within a few days of culture due to generated passive tension and active contractile forces.^27^ To address this challenge, we have recently demonstrated that differentiating 2D skeletal muscle monolayers on micro‐topographically patterned hydrogels enables longitudinal studies of aligned contractile tissues over several weeks.^7^, ^28^ In this study, we leverage this tissue fabrication protocol and combine it with open‐source hardware for optical stimulation of standard multi‐well tissue culture plates.^29^, ^30^ We first establish minimum intensity thresholds, or rheobase, for inducing twitch in optogenetic skeletal muscle fibers derived from the widely used C2C12 line expressing the blue light sensitive calcium ion channel ChR2(H134R).^13^, ^17^, ^21^, ^23^, ^26^, ^31^, ^32^, ^33^, ^34^, ^35^, ^36^ To our knowledge, optical rheobase is not currently documented in the optogenetic muscle literature. We then conduct high‐throughput optical exercise experiments of varying stimulation frequency (1–10 Hz) and duration (0–60 min) and leverage bulk RNA sequencing (RNA‐seq) to examine how modulating training regimen impacts muscle physiological and pathological gene expression. Our findings establish the diverse effects of optically exercising muscle tissues, with the goal of establishing a practical foundation for researchers to leverage optogenetics to promote maturation of tissue engineered skeletal muscle.

## 2 RESULTS

### 2.1 Optical excitation‐contraction characterization

C2C12 myoblasts expressing the blue light‐sensitive calcium ion channel ChR2(H134R) were differentiated into 2D muscle sheets on fibrin hydrogels containing 25 μm parallel grooves, using established protocols (Figure 1a–c).^7^, ^17^, ^21^, ^28^ Tissues were fabricated and maintained within a 15 mm diameter acrylic well (similar to the size of a 24‐well plate) within a standard 6‐well plate to enable evenly illuminating the entire 2D tissue surface with a 470 nm optical fiber connected to a collimating adaptor (Figure S1, Supporting Information). We observed spontaneous contractions in all samples by day 6 of DM culture, and the characterization study was conducted on day 9.

**FIGURE 1:**
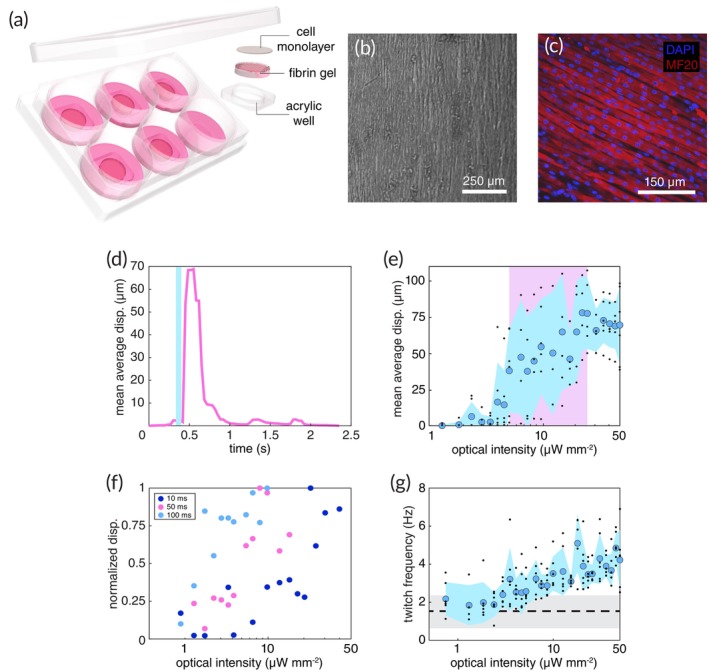
Optical excitation‐contraction coupling characterization. Six biological replicates were cultured and characterized for illumination sensitivity and twitch displacement. (a) Cells were seeded on fibrin hydrogels containing 25 μm grooves. Hydrogels were cast within 15 mm diameter acrylic wells within standard six‐well plates, enabling even illumination of tissues with a 470 nm light source. (b) Brightfield microscope image of aligned muscle fibers on day 12 of culture in differentiation medium (DM), without exercise. (c) Fluorescence microscope image showing muscle nuclei (DAPI, blue) fusing to form multinucleated fibers expressing myosin (MF20, red). (d) Contractile response of a representative muscle tissue in response to a 470 nm light pulse with an intensity of 25 μW mm^−2^. The blue band shows the duration of the optical pulse. (e) Muscle displacement in response to optical stimulation at varying intensities for six biological replicates. Blue points show average values for each measured intensity. Black dots show individual measurements taken across all samples. The pink shaded region shows the range of individual rheobases measured across all replicates. Blue shaded region shows standard deviation of measurements. (f) Normalized optical response of a single muscle tissue exposed to varying optical pulse widths, showing a trend of lower rheobase for longer optical pulses. (g) Average twitch frequency of six biological replicates under continuous illumination. Blue points show average values for each measured intensity. Black points show individual measurements taken across all samples. Dotted line and gray shading correspond to average and standard deviation of spontaneous twitch recorded without optical stimulation. Shaded blue region gives standard deviation of each twitch frequency measurement.

We obtained optical excitation‐contraction response curves for six biological replicates by testing 50 ms light pulse durations with intensities between 0.75 and 50 μW mm^−2^. Fifty‐millisecond pulse widths have been used in previous optogenetic exercise studies and help to distinguish stimulated contractions from spontaneous contractions at lower intensity ranges.^26^ Videos of muscle contraction were recorded at 30 fps with a microscope camera, and open‐source computational frameworks^37^, ^38^ were used to find peak displacement amplitudes for each tissue (Figure 1d, Video S1). We observed that optically stimulated contractions became perceptibly distinct from spontaneous contractions at intensities as low as 3 μW mm^−2^, and that all tissues responded to stimulation at thresholds below 20 μW mm^−2^. Figure 1e shows an increasing contractile response that, on average, plateaus around 25 μW mm^−2^. This intensity range is lower than reported in previous in vitro experiments with 2D optogenetic muscle, which use light intensities similar to those used during in vivo experiments (0.1–1 mW mm^−2^).^22^, ^23^, ^24^, ^39^ These experiments suggest that the minimal light intensity required to activate contraction, or rheobase, in 2D C2C12‐derived skeletal muscle tissues stimulated at 50 ms pulse durations is in the range of 5–25 μW mm^−2^. Figure 1f compares contractile responses for variable pulse widths, showing the tradeoff between threshold stimulation intensity and pulse width. Selecting the optimal twitch stimulation parameters likely involves balancing optical dose (the product of intensity and pulse width, given in nJ) and aggregate channel opening dynamics. Figure 1f highlights that our minimum optical dose ranged from 200 to 300 nJ, in agreement with reported electrical pulse energy values from an earlier rheobase characterization study.^15^ In vivo experiments have previously shown that continuous (rather than pulsed) optical illumination causes a tetanic response that decays back to a relaxed state in seconds.^40^ In contrast, we observed that varying light intensity influenced the frequency of spontaneous twitch in the tissues, with sustained illumination increasing twitch frequency from about 2 to 4 Hz (Figure 1g, Video S2).

Defining rheobase in our platform enabled determination of the minimum optical dose required to trigger muscle contraction. Leveraging these findings, we studied the impacts of various optical stimulation frequencies (1–10 Hz) and durations (0–60 min) on muscle gene expression. While we focused on tissue responses to exercise training, this platform can also be used to study cellular responses to optical exposure at varying intensities, including phototoxic effects as discussed later in the results section.

### 2.2 High‐throughput exercise experiment

To conduct high‐throughput studies of muscle optical stimulation, we modified a computer‐controlled optical stimulation platform from Repina et al.^29^ to enable evenly illuminating each well within a standard 24‐well tissue culture plate with 470 nm light (Figure 2a,b) at an intensity of 22.5 μW mm^−2^ (within our established rheobase range). The platform stimulated individual wells with groupings of five LEDs in a pentagonal configuration controlled by a 12‐bit PWM LED Driver (TLC 5947, Adafruit). A single‐board computer (Zero W, Raspberry Pi) sent commands to the LED driver and received programming inputs from a computer via Wi‐Fi connection. Fibrin gels were prepared in the 24‐well plates as described for the rheobase characterization experiment. This compact platform allowed us to exercise tissues inside a standard incubator with tightly controlled temperature, carbon dioxide, and humidity.

**FIGURE 2:**
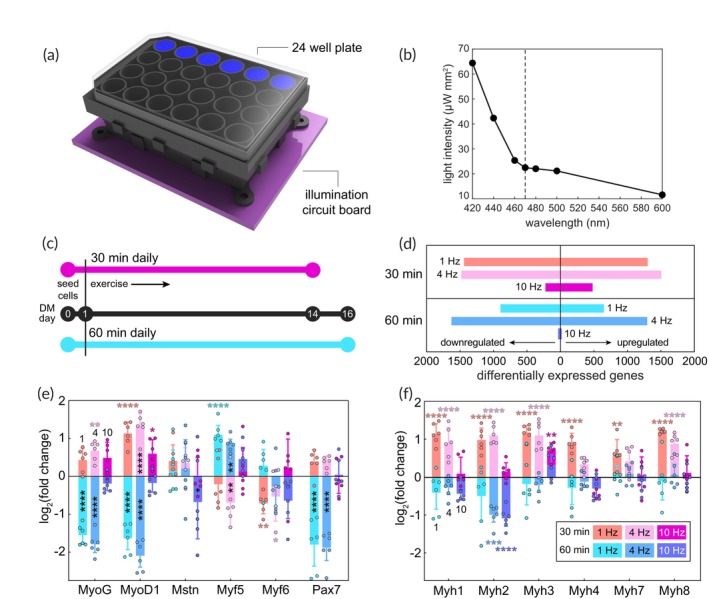
Characterizing transcriptional responses to optical exercise. Including one control condition (six biological replicates) per experiment, each exercise condition comprised six biological replicates, totaling 24 samples for the 30‐min exercise experiment and 24 samples for the 60‐min exercise experiment. (a) High‐throughput optical stimulation platform, adapted from prior work by Repina et al.^29^ (b) Spectral characterization of optical stimulation platform. Dotted line shows intensity at 470 nm, the wavelength typically used to stimulate ChR2(H134R). (c) Tissue culture and experimental timeline for 30‐ and 60‐min exercise experiments. While there is a 2‐day difference in culture timeline for 30‐ and 60‐min exercise studies, qPCR data from previous experiments (Figure S2) show that differentiation dynamics in 2D skeletal muscle monolayers are usually stable after 10 days in culture. (d) Bar graph of significantly upregulated and downregulated gene counts (log_2_(fold change) >0.5, *p*_adj_ <0.05) for each experimental condition. Gene counts obtained by comparing averaged experimental conditions with averaged control conditions. (e) Measured log_2_(fold change) values for genes associated with muscle differentiation and maturation. (f) Measured log_2_(fold change) values for myosin heavy chain (Myh) protein‐encoding genes used to identify muscle fiber types. *p*‐values were calculated using two‐way ANOVA analysis (Prism 10, GraphPad). * Denotes *p*‐value of *p* ≤ 0.05, ** denotes *p* ≤ 0.01, *** denotes *p* ≤ 0.001, and **** denotes *p* ≤ 0.0001. Table S1 for a table of Myh isoforms and their associated fiber types. ANOVA, analysis of variance; qPCR, quantitative polymerase chain reaction.

In two separate experiments, we exercised tissues daily for 30 min (six biological replicates at 1, 4, and 10 Hz stimulation frequencies, six biological replicates of an unstimulated control) and 60 min (six biological replicates at 1, 4, and 10 Hz stimulation frequencies, six biological replicates of an unstimulated control). These stimulation frequencies and durations were chosen based on previous studies that leveraged similar protocols to enhance contractile force in 3D optogenetic muscle tissues.^17^, ^21^ Stimulation at 1 Hz and 4 Hz represent low‐ and medium‐exertion conditions, respectively, and stimulation at 10 Hz emulates a high‐exertion condition that approaches tetanus but remains within the operating limits of our optical stimulation platform.

Tissues were maintained in 0.6 mL of culture media for the 30‐min exercise experiment and 1.5 mL for the 60‐min exercise experiments, with exercise training commencing within 15 min of fresh media addition. For all tissues, we independently confirmed muscle differentiation efficiency by recording and analyzing contractions under 1 Hz electrical stimulation on day 10, using a function generator (SDG 1032X, Siglent, 10 V, 5 ms pulse width) connected to parallel electrode wires (Figure S10). After ~2 weeks of daily optical exercise stimulation, RNA was extracted and sequenced (Figure 2c).

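C2C12 is a mouse myoblast line whose cells fuse into contractile myotubes. The values used here come from the 60-min experiment, with 6 biological replicates of the unstimulated control and 6 at each of 1, 4, and 10 Hz, or 24 libraries in all. The 30-min experiment was not analysed here. The paper's methods describe directional libraries made after poly(A) selection and sequenced as read pairs. The sample labels add that low-input samples were ribodepleted instead, and they do not say which samples these were. The authors processed the reads with the nf-core/rnaseq pipeline and the Ensembl annotation of the mouse genome GRCm39. The deposited values are salmon estimated counts per gene, not normalized for depth or length, and transcripts per 1000000 (TPM) per gene. Total estimated counts per library ranged from 8052369 to 18159144, with a median of 11513304 in the controls, 10488375 at 1 Hz, 9429274 at 4 Hz, and 9587933 at 10 Hz. The files list 56941 genes, of which 27870 had a count in any library.

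For the values given here, the estimated counts were rounded to whole numbers and scaled by edgeR's TMM method, and edgeR's filter on low counts kept 13315 genes. Each frequency was compared with the unstimulated controls by edgeR's quasi-likelihood test in 1 fit of all 24 libraries, with Benjamini-Hochberg adjustment. Every adjusted p of a gene comes from that test unless another is named. Levels are in counts per 1000000 (CPM) on the same scaling, log2(fold change) is the stimulated condition minus the control, and errors are SD over 6 libraries. The biological coefficient of variation of the fit was 14.8%. The text of the paper does not say how counting used the strand of the reads. Of the 51 genes named by a rule here and in the closing section, 25 overlap an annotated gene on the opposite strand, so reads of a neighbour may be among their counts. Fbxo32, Klf15, and Bnip3, named in the closing section only as members of lists, were not checked for this.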

### 2.3 Bulk RNA‐seq transcript analysis

Bulk RNA‐seq enables analyzing changes in gene expression induced by varying optical exercise training regimens. 

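In the 60-min experiment, a gene was counted as changed at an adjusted p under 0.05 and an absolute log2(fold change) over 0.5. At 1 Hz, 1988 of the genes tested passed, with 958 upregulated and 1030 downregulated. At 4 Hz, 3344 passed, with 1709 upregulated and 1635 downregulated. At 10 Hz, 5 passed, and 1074 genes had an unadjusted p under 0.05. Fhl2 (ENSMUSG00000008136) and Gm17501 (ENSMUSG00000097183) were upregulated at 10 Hz, and Synpo2l (ENSMUSG00000039376), Fbxo40 (ENSMUSG00000047746), and Myh2 (ENSMUSG00000033196) were downregulated. Fhl2, Gm17501, and Myh2 overlap a gene on the opposite strand. All 5 were also changed at 1 or 4 Hz. The count at 10 Hz fell to 2 without control replicate 1, control replicate 6, 10 Hz replicate 4, or 10 Hz replicate 5. It was 3 without control replicate 2, control replicate 4, 10 Hz replicate 1, 10 Hz replicate 3, or 10 Hz replicate 6. It was 22 with DESeq2's Wald test, 23 when only the 2 groups compared entered the edgeR fit, and 0 with limma on log2(TPM + 1), where 662 genes had an unadjusted p under 0.05. At 1 and 4 Hz, leaving out the threshold on fold change moved the counts most, to 4962 and 6842.

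The balance of upregulated and downregulated genes depended on the unit and its scaling. TPM was tested without TMM or other scaling between libraries, so the effects of unit and scaling were not separated. With limma on log2(TPM + 1), 198 genes were upregulated and 1710 downregulated at 1 Hz, and 333 were upregulated and 3166 downregulated at 4 Hz. On that scale the median log2(fold change) of all genes was -0.15 at 1 Hz, -0.23 at 4 Hz, and -0.01 at 10 Hz, against 0.04, 0.06, and 0.01 on the TMM scale.

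All 6 libraries of a frequency lay outside the range of the 6 controls on the same side for 14.1% of genes at 1 Hz, 27.6% at 4 Hz, and 1.64% at 10 Hz, where chance gives 0.216%. Of the changed genes, 1756 were changed at both 1 and 4 Hz, all in the same direction. Across genes, which are not independent replicates, the log2(fold change) at 1 Hz and at 4 Hz had a Pearson r of 0.866 and a Spearman rho of 0.907. Both comparisons share their controls. Libraries simulated around the control means without any change, controls included, gave a mean r of 0.494 and a highest r of 0.544 in 10 simulations. With controls 1 to 3 used for 1 Hz and controls 4 to 6 for 4 Hz, r was 0.723. The r between 1 Hz and 10 Hz was 0.373 and between 4 Hz and 10 Hz 0.327, with a Spearman rho of 0.443 and 0.376. The simulated groups held no change, unlike 1 and 4 Hz, so their mean r does not show whether 10 Hz shared a change. Compared directly by edgeR, 4 Hz and 1 Hz differed in 0 genes, with 1465 at an unadjusted p under 0.05 and 1 gene by DESeq2. In the same fit 10 Hz differed from 1 Hz in 1443 genes and from 4 Hz in 2819.

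**Figure D1:**
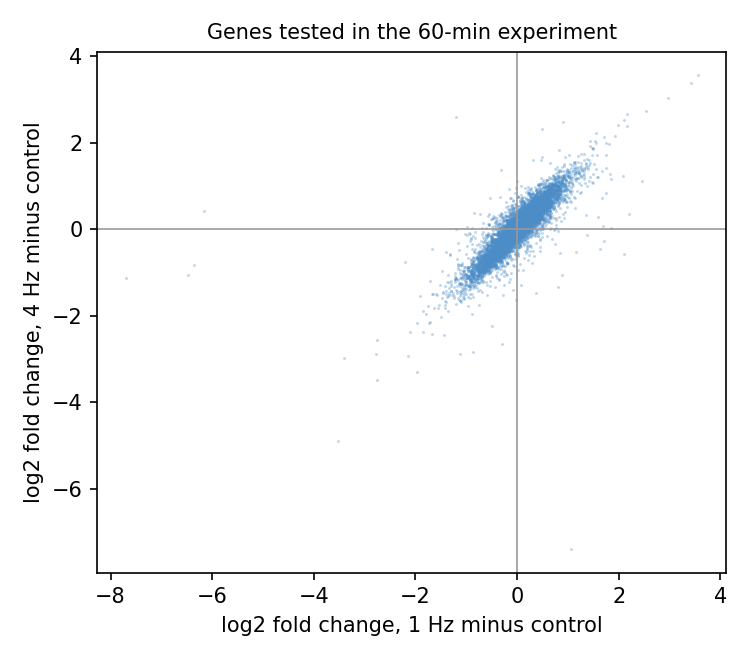
Log2(fold change) of the 13315 genes tested in the 60-min experiment, 1 Hz minus control on the horizontal axis and 4 Hz minus control on the vertical axis, 1 point per gene. The points follow the rising diagonal, with a Pearson r of 0.866 where simulated unchanged groups gave a mean of 0.494.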

In both 30‐ and 60‐min exercise experiments, 1 and 4 Hz stimulation yielded comparable numbers of upregulated and downregulated genes (log_2_(FC) >0.5 and *p*_adj_ <0.05), while 10 Hz stimulation produced the lowest number of significantly upregulated or downregulated genes (Figure 2d). In fact, we found that the most significantly downregulated gene in the 10 Hz 60‐min condition was Myh2, the myosin heavy chain protein that identifies type 2a (fast‐oxidative) muscle fibers. Both experiments show clustering of control and 10 Hz‐stimulated tissues, as well as clustering of 1 and 4 Hz stimulated tissues (Figures S3 and S4).

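Myh2 lies on chromosome 11 of GRCm39 from 67061838 to 67088989, beside Myh1, Myh3, Myh4, and Myh8, paralogs between which the estimated counts can divide shared reads. Its level was 70.0 ± 12.1 CPM (SD, n = 6) in the unstimulated controls, 61.7 ± 25.3 CPM at 1 Hz, 44.2 ± 5.90 CPM at 4 Hz, and 33.3 ± 2.86 CPM at 10 Hz. At 10 Hz its log2(fold change) was -1.07 with a standard error of 0.195 and an adjusted p of 0.038, and 6 of 6 libraries lay below every control. Among the 6384 genes with a negative log2(fold change) at 10 Hz, Myh2 ranked 3 by p. Synpo2l (log2(fold change) -0.50, adjusted p 0.0028) and Fbxo40 (log2(fold change) -0.62, adjusted p 0.0028) came before it. Myh2 had the largest fold change of these 3 genes.

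The adjusted p of Myh2 at 10 Hz stayed under 0.05 without control replicate 5 and rose above it without any other library of the comparison. It was 0.053, 0.062, 0.065, 0.082, and 0.13 without control replicates 1, 2, 3, 4, and 6. It was 0.078, 0.11, 0.069, 0.13, 0.12, and 0.10 without 10 Hz replicates 1, 2, 3, 4, 5, and 6. The rank was 5 without control replicate 3. Without a filter on low counts Myh2 ranked 9 (adjusted p 0.088). It ranked 1 when only the control and 10 Hz libraries entered the edgeR fit (adjusted p 3.0e-05) and with limma on log2(TPM + 1) (adjusted p 0.15) and log2(TPM + 0.1) (adjusted p 0.16). With DESeq2's Wald test it ranked 3.

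**Figure D2:**
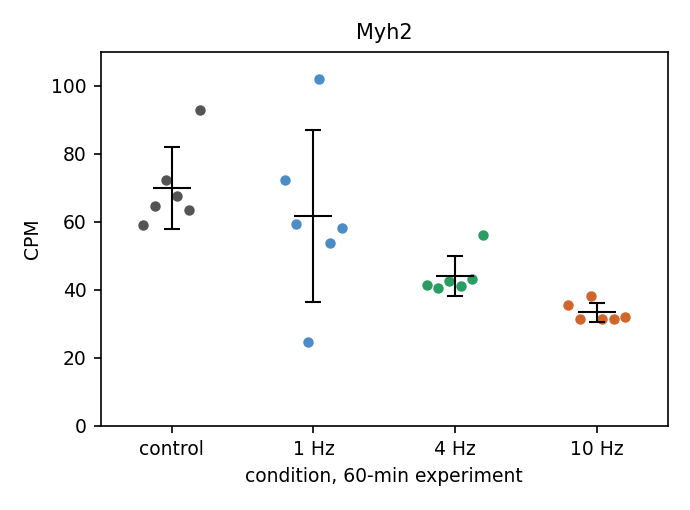
Level of Myh2 in CPM in each library of the 60-min experiment by condition, 1 point per library, with the mean as a line and the SD as an error bar (n = 6). The 6 libraries at 10 Hz lie between 31.3 and 38.1 CPM, below the lowest control at 59.1 CPM.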

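For the 60-min experiment, principal components were computed from log2 CPM of the 500 genes with the largest variance. The first component held 21.7% of the variance. Its mean score was -11.8 ± 5.55 (SD, n = 6) in the controls, -9.95 ± 6.39 at 10 Hz, 8.41 ± 7.14 at 1 Hz, and 13.3 ± 5.75 at 4 Hz. By a two-sided exact permutation test of 6 libraries against 6, the controls differed from 1 Hz (p = 0.0043, adjusted over 5 comparisons 0.0072) and from 4 Hz (p = 0.0022, adjusted 0.0054). The difference of 1.83 between 10 Hz and the controls lay within the spread of the libraries (exact permutation p = 0.60, adjusted 0.60), as did that of 4.90 between 4 Hz and 1 Hz (p = 0.23, adjusted 0.29). The 10 Hz libraries differed from the 1 and 4 Hz libraries pooled (exact permutation p = 1.6e-04, adjusted 8.1e-04). Without 10 Hz replicate 3, the difference between 10 Hz and the controls was -0.0939. Hierarchical clustering into 2 groups, with average linkage on the correlation of z-scores, placed the control and 10 Hz libraries in 1 group and 11 of the 12 libraries at 1 and 4 Hz in the other. The exception was 1 Hz replicate 5, with a score of -4.92.

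**Figure D3:**
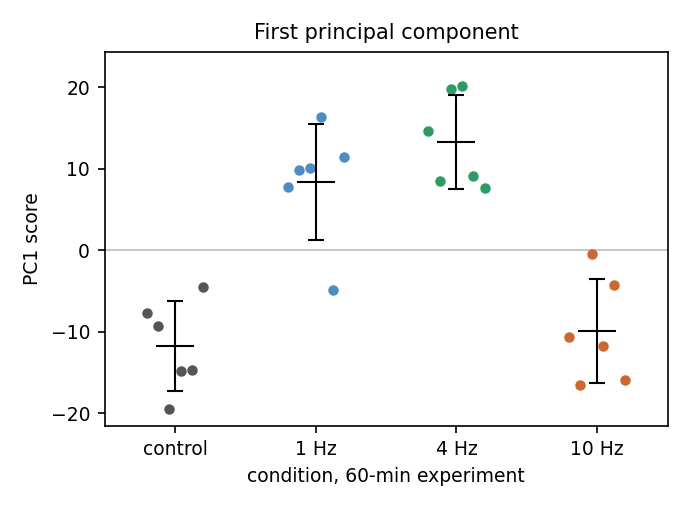
Score on the first principal component for each library of the 60-min experiment by condition, 1 point per library, with the mean as a line and the SD as an error bar (n = 6). The control and 10 Hz libraries lie at or below -0.495, and of the 1 and 4 Hz libraries 1 lies below 0, at -4.92.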

Focusing on protein‐encoding genes associated with muscle fiber maturation and fiber type specification revealed that 1 and 4 Hz stimulation for 30 min significantly upregulated several genes associated with myogenic differentiation, including MyoG and MyoD1, as compared to unstimulated controls (Figure 2e).^41^, ^42^ Moreover, muscles in these exercise conditions upregulated the expression of the four mature myosin isoforms present in mouse muscle, namely Myh1, Myh2, Myh4, Myh7 (Figure 2f). The presence of embryonic (Myh3) and postnatal (Myh8) myosin isoforms indicates that some fibers likely remained in an immature state at the time of RNA extraction. Given the presence of Pax7, a marker of muscle satellite cells with the capacity to differentiate into new muscle fibers, it is possible that new fibers continued to form within exercised tissues at rates comparable to those undergoing fiber type commitment and maturation.

Notably, exercise training for 30 min at 10 Hz stimulation did not have a significant impact on gene expression associated with myogenic differentiation or fiber type commitment. Moreover, exercise training for 60 min yielded significant downregulation of the analyzed muscle‐relevant genes as compared to unstimulated controls.

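Figure 2e,f shows 12 genes, of which 11 passed the filter on low counts in the 60-min experiment. At an adjusted p under 0.05, 3 were lower and 1 higher at 1 Hz, 4 lower and 3 higher at 4 Hz, and 1 lower and 0 higher at 10 Hz. With p-values adjusted over the list alone (33 tests), 3, 4, and 4 were lower and 1, 3, and 2 higher. The 1 gene lower at 10 Hz was Myh2.

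Myog (ENSMUSG00000026459) was at 561 ± 56.7 CPM (SD, n = 6) in the controls, 221 ± 21.7 CPM at 1 Hz, and 203 ± 8.80 CPM at 4 Hz, a log2(fold change) of -1.34 (standard error 0.073, adjusted p 1.2e-12) and -1.47 (standard error 0.073, adjusted p 1.5e-13). Myod1 (ENSMUSG00000009471) changed by -1.42 at 1 Hz (standard error 0.090, adjusted p 2.5e-11) and by -1.75 at 4 Hz (standard error 0.091, adjusted p 1.9e-13). Pax7 (ENSMUSG00000028736), at 6.06 ± 0.894 CPM in the controls, changed by -1.58 at 1 Hz (standard error 0.18, adjusted p 4.0e-07) and by -1.52 at 4 Hz (standard error 0.18, adjusted p 3.6e-07). For these 3 genes 6 of 6 libraries at 1 Hz and at 4 Hz lay below every control. Myf5 (ENSMUSG00000000435) moved the other way, from 12.6 ± 1.83 CPM in the controls to 31.4 ± 5.89 CPM at 1 Hz and 28.3 ± 2.08 CPM at 4 Hz, a log2(fold change) of 1.32 (adjusted p 2.7e-08) and 1.17 (adjusted p 9.2e-08), with 6 of 6 libraries above every control. At 10 Hz the log2(fold change) was -0.20 for Myog (adjusted p 0.41), -0.18 for Myod1 (adjusted p 0.62), 0.05 for Pax7 (adjusted p 0.99), and 0.49 for Myf5 (adjusted p 0.18). For Pax7 at 10 Hz it was -0.0029 without control replicate 1 and -0.0037 without control replicate 6. Myf6 (ENSMUSG00000035923), at 2.24 ± 0.820 CPM in the controls, changed by 0.52 at 1 Hz (adjusted p 0.095) and -0.70 at 10 Hz (adjusted p 0.50), and the adjusted p at 1 Hz was 0.045 without control replicate 6.

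Of the myosin genes, Myh2 was lower at 4 Hz, with a log2(fold change) of -0.66 (adjusted p 0.0067). Myh8 (ENSMUSG00000055775) was higher at 4 Hz by 0.37 (adjusted p 0.010), a call lost on log2(TPM + 1), where its log2(fold change) was 0.06. Myh7 (ENSMUSG00000053093) was higher at 4 Hz by 0.29 (adjusted p 0.045). That call held without control replicate 5 or 6 and was lost without any other library of the comparison, at adjusted p between 0.060 and 0.15. It was also lost with DESeq2's size factors (adjusted p 0.070), without a filter on low counts (adjusted p 0.15), when the fit held 2 groups (adjusted p 0.083), by DESeq2 with and without apeglm (adjusted p 0.086), and on both TPM scales (adjusted p 0.61). The log2(fold change) of Myh1 (ENSMUSG00000056328) was -0.15 at 1 Hz (adjusted p 0.30) and -0.41 at 10 Hz (adjusted p 0.19). At 1 Hz Myh1 passed as lower without 1 Hz replicate 4 (adjusted p 0.025), on log2(TPM + 1) (log2(fold change) -0.40, adjusted p 0.022), and on log2(TPM + 0.1) (-0.40, adjusted p 0.022). For 10 Hz it passed when the fit held 2 groups (adjusted p 0.036) and with DESeq2 (adjusted p 0.049). Myh3 at 10 Hz changed by 0.36 (adjusted p 0.51). On log2(TPM + 1), the 4 Hz values of Myh1, Myh3, and Myh4 were -0.27, -0.19, and -0.11, against 0.07, 0.12, and 0.21 on the TMM scale. Mstn (ENSMUSG00000026100), at 0.536 ± 0.202 CPM in the controls, was under the filter. Tested without one, its log2(fold change) was 0.39, 0.47, and -0.63 at 1, 4, and 10 Hz (adjusted p 0.49, 0.41, and 0.77), not detectable at this depth.

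**Figure D4:**
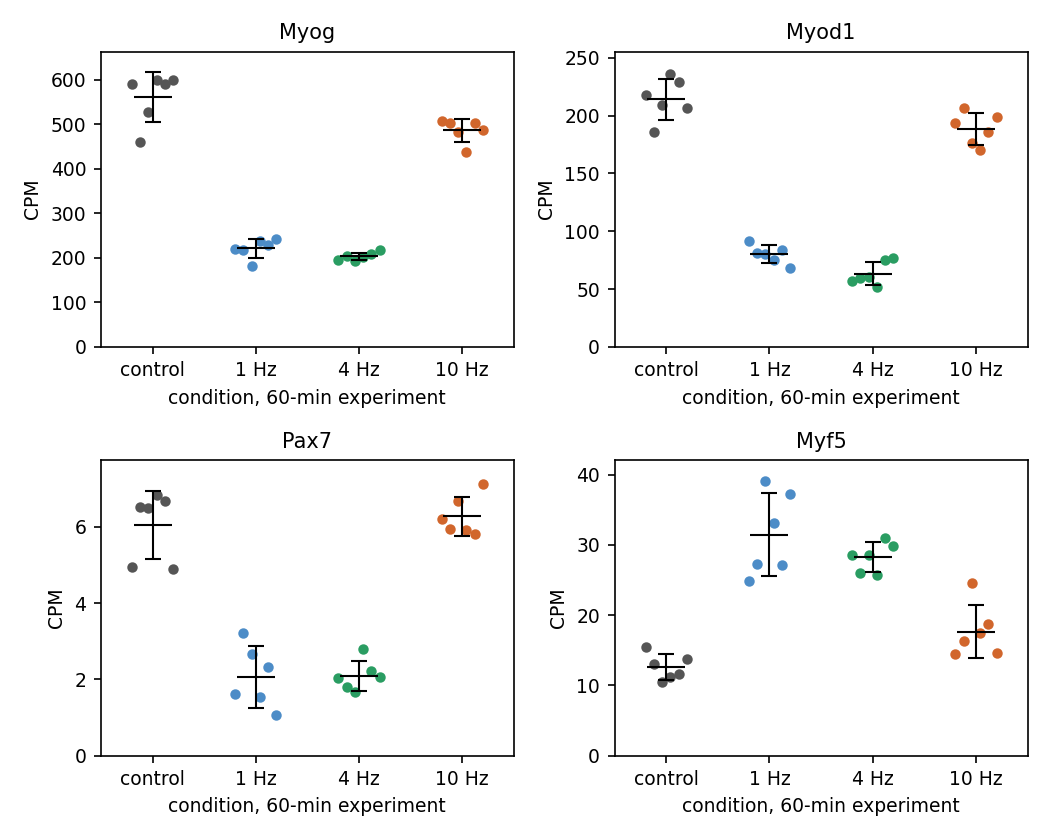
Levels of Myog, Myod1, Pax7, and Myf5 in CPM in each library of the 60-min experiment by condition, 1 point per library, with the mean as a line and the SD as an error bar (n = 6). The 1 and 4 Hz libraries lie below the controls for Myog, Myod1, and Pax7 and above them for Myf5.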

### 2.4 Gene set enrichment analysis

Looking beyond genes with known roles in muscle maturation, interpretative complications can arise when tying cell function to differential expression of individual genes, especially for regulatory genes implicated in multiple pathways. Gene set enrichment analysis (GSEA) abstracts away from transcriptional granularity and maps aggregate differential expression to all dimensions of cell behavior. Figure 3 explores systemic effects of our exercise training protocols between 1 Hz 30 min and 1 Hz 60 min conditions using Hallmark and Gene Ontology (GO) gene set collections (Biological Process, Molecular Signatures Database, MSigDB). The Hallmark collection comprises 50 well‐defined gene sets that reduce the intrinsic redundancy associated with typical gene set collection reporting^43^ (Figure 3a,b), while GO annotations capture the hierarchical organization of thousands of cellular processes and describe a broad range of cellular activity (Figure 3c–g).^44^ Our GO GSEA focused on biological process terms. Below, we introduce the gene set collections and describe enrichment results, then present more detailed transcriptional trends suggested by both collections.

**FIGURE 3:**
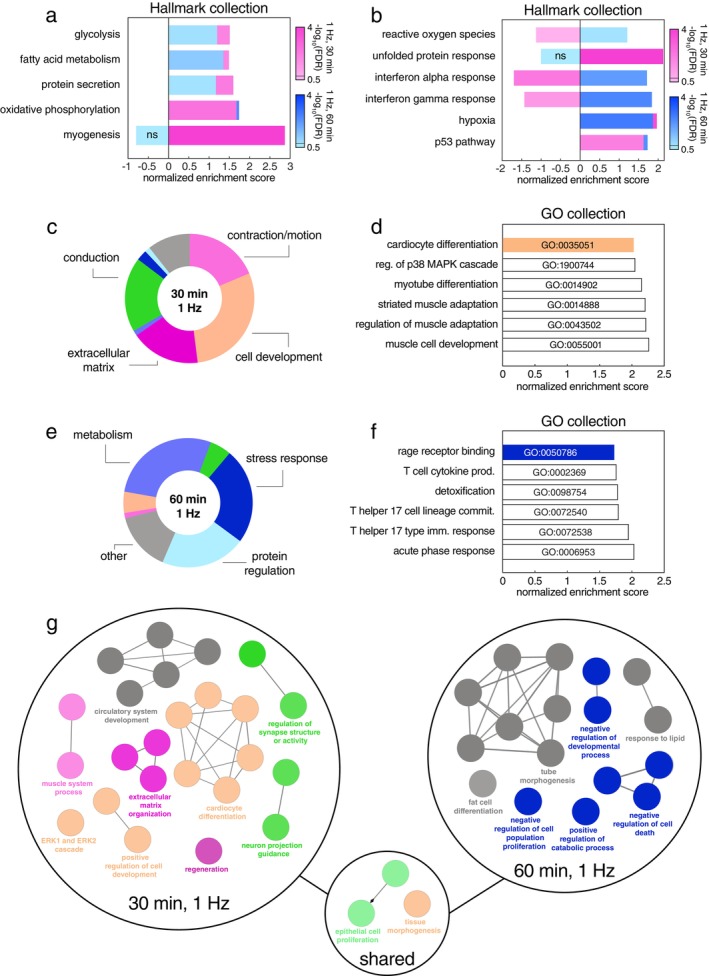
Gene set enrichment analysis (GSEA) results. Normalized enrichment scores obtained by comparing GSEA output of experimental and control groups. Cell transcriptional behavior for 1 Hz conditions from 30‐ and 60‐min experiments are compared using Hallmark and Gene Ontology (GO) gene set collections. Hallmark normalized enrichment scores (NESs) comparing gene sets associated with (a) muscle development and metabolism, and (b) inflammatory responses in both 1 Hz conditions. Lines across the color bars indicate the cutoff for statistical significance, shown on individual bar plots with “ns.” (c) Each of the 75 terms fit into one of eight categories shown in (c) and (e), centered around conduction, contraction, ECM, and cell development processes. (d) Examples of enriched cell development gene sets in the 30‐min condition. (e) Fifty‐five of the 75 most enriched 60‐min GO terms primarily represented metabolic, stress response, and nonspecific protein regulation processes. (f) Examples of terms representing stress response behaviors in the 60‐min condition. (g) CytoGO visualization of gene sets associated with the 250 most upregulated genes from each condition. Grouped terms are color coded as in (c) and (e). Gene sets not associated with a category are colored gray. Shared gene sets are centered between the two experimental groupings.

### 2.5 Hallmark collection GSEA

Figure 3a shows Hallmark snapshots of muscle behavior between 1 Hz 30‐min and 60‐min conditions. Myogenesis, the only muscle‐specific gene set in the Hallmark collection, was the highest‐ranked (most enriched) gene set in the 1 Hz 30‐min condition but was not significantly enriched in the 1 Hz 60‐min condition. 

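The Hallmark collection was not used here. In its place, 16 lists of well-known genes were tested in the 60-min experiment with limma's camera test, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over all lists and frequencies. The paper's cutoff for its preranked gene sets is looser than the 0.05 used here. At 1 Hz 7 lists passed an adjusted p of 0.05, 6 of them higher. At 4 Hz 10 passed, 9 of them higher, and at 10 Hz 7 passed, 4 of them higher. With the correlation between genes estimated from the data, camera passed 0 lists at each frequency, with 3, 2, and 1 at an unadjusted p under 0.05. By limma's fry test, which asks whether a list moved on its own, 6 of the 7 held at 1 Hz, 9 of the 10 at 4 Hz, and 1 of the 7 at 10 Hz.

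For muscle, the list held 71 sarcomere and myotube genes. Its median log2(fold change) was 0.06 at 1 Hz (camera, adjusted p 0.72, with 51 genes higher), 0.23 at 4 Hz (adjusted p 0.011, with 65 higher), and -0.15 at 10 Hz (adjusted p 1.7e-11, with 62 lower). The mean of the list was above the control mean in 4 of 6 libraries at 1 Hz, 6 of 6 at 4 Hz, and 1 of 6 at 10 Hz. By fry the adjusted p was 0.84, 0.066, and 0.16. The medians at 1 and 4 Hz were -0.15 and -0.07 on log2(TPM + 1). The median at 1 Hz was 0.038 and 0.10 without control replicates 3 and 6, and 0.11, -0.04, and 0.018 without 1 Hz replicates 3, 4, and 6. At 10 Hz the genes with the smallest p were Cmya5 (ENSMUSG00000047419), which overlaps 2 genes on the opposite strand, and Myot (ENSMUSG00000024471). Cmya5 went from 12.5 ± 2.64 CPM (SD, n = 6) in the controls to 6.96 ± 0.808 CPM, a log2(fold change) of -0.84 (adjusted p 0.092). Myot went from 62.8 ± 7.70 to 40.5 ± 5.50 CPM, a log2(fold change) of -0.64 (adjusted p 0.14). Both were below every control in 6 of 6 libraries and passed with DESeq2 (adjusted p 0.0056 and 0.017) and when the fit held 2 groups (adjusted p 0.0084 and 0.0062).

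**Figure D5:**
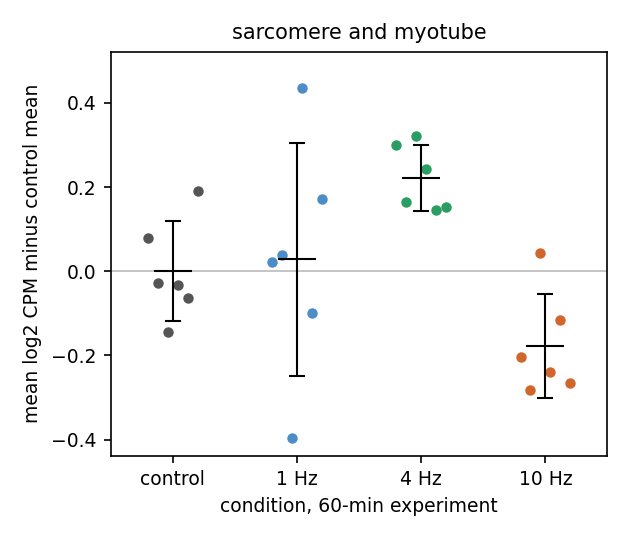
Mean log2 CPM of the 71 sarcomere and myotube genes in each library of the 60-min experiment, relative to the control mean, 1 point per library, with the mean as a line and the SD as an error bar (n = 6). At 10 Hz 1 of 6 libraries lies above 0 and at 4 Hz 6 of 6, where the median of the list became -0.07 on log2(TPM + 1).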

Across experiments, myogenesis was significantly enriched in all 30‐min conditions and followed no clear trend in the 60‐min conditions (Figure S5). Gene sets capturing cell metabolic activity included oxidative phosphorylation, glycolysis, and fatty acid metabolism. Clear differences between oxidative and glycolytic metabolism can indicate fiber type transitions, where slow fibers tend to oxidatively synthesize ATP in mitochondria and fast fibers exhibit increased cytosolic glucose consumption.^45^ Oxidative phosphorylation ranked in the top five gene sets for all tested conditions except the 1 Hz 30‐min and 10 Hz 60‐min conditions.

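In the 60-min experiment, 74 oxidative phosphorylation genes were tested. Their median log2(fold change) was 0.29 at 1 Hz (camera, adjusted p 3.7e-04) and 0.44 at 4 Hz (adjusted p 1.0e-07), with 70 and 74 genes higher. The median at 1 Hz was 0.14 without 1 Hz replicate 4 (adjusted p 0.034) and 0.17 without 1 Hz replicate 6 (adjusted p 0.019). With limma on log2(TPM + 1) the medians were 0.045 and 0.11 at 1 and 4 Hz. By fry the list passed at 4 Hz (adjusted p 0.016) and not at 1 Hz (adjusted p 0.17), where 4 of 6 libraries lay above the control mean. At 10 Hz the median was -0.04 (adjusted p 0.15). It was 0.0041 without control replicate 1, and the list passed as lower without control replicate 5 (adjusted p 0.035), 10 Hz replicate 3 (adjusted p 0.0023), or 10 Hz replicate 5 (adjusted p 0.0031). The genes with the smallest p at 4 Hz were Cox6a1 (ENSMUSG00000041697) and Ndufa11 (ENSMUSG00000002379), the latter overlapping a gene on the opposite strand. Cox6a1 went from 96.2 ± 6.72 CPM (SD, n = 6) in the controls to 142 ± 18.8 CPM at 4 Hz, a log2(fold change) of 0.56 (adjusted p 5.8e-05). Ndufa11 went from 34.7 ± 2.87 to 51.7 ± 7.39 CPM, a log2(fold change) of 0.57 (adjusted p 4.4e-04).

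The glycolysis list, with 17 genes tested, had medians of 0.15, 0.28, and 0.02 at 1, 4, and 10 Hz (adjusted p 0.16, 0.025, and 0.96), with a mean of -0.0087 at 10 Hz. The call at 4 Hz was lost without 4 Hz replicate 4 (adjusted p 0.075), and at 1 Hz the list passed without a filter on low counts (adjusted p 0.049). Pfkp (ENSMUSG00000021196), at 109 ± 2.62 CPM in the controls and 140 ± 14.4 CPM at 4 Hz, had the smallest p there (log2(fold change) 0.37, adjusted p 7.0e-05). It was followed by Pgk1 (ENSMUSG00000062070, log2(fold change) 0.36, adjusted p 2.8e-04). On log2(TPM + 1) the medians of the list were -0.08, -0.04, and -0.0076, and neither gene passed at 4 Hz (adjusted p 0.77 and 0.83).

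**Figure D6:**
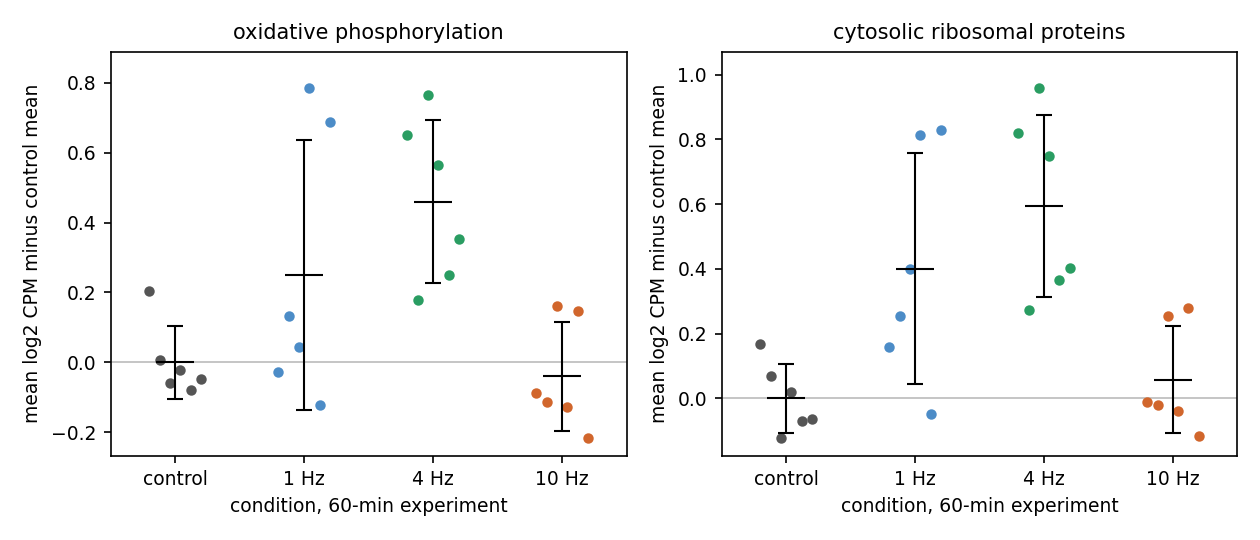
Mean log2 CPM of the oxidative phosphorylation list (74 genes) and of the cytosolic ribosomal protein list (79 genes) in each library of the 60-min experiment, relative to the control mean, 1 point per library, with the mean as a line and the SD as an error bar (n = 6). For oxidative phosphorylation 4 of 6 libraries at 1 Hz and 6 of 6 at 4 Hz lie above 0, and for ribosomal proteins 5 of 6 and 6 of 6.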

The Hallmark collection also tracks immune and stress response‐related transcriptional activity, and Figure 3b shows gene sets relevant to muscle development and function. Except for reactive oxygen species (ROS), both 1 Hz 30‐ and 60‐min conditions have comparable normalized enrichment scores (NESs) for the presented gene sets. Overall, the 1 Hz 30‐min condition exhibited lower enrichment of immune‐related gene sets than the 1 Hz 60‐min condition. For example, interferon alpha and gamma responses were significantly de‐enriched in the 1 Hz 30‐min condition and significantly enriched in the 1 Hz 60‐min condition. 

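Of the 58 genes in the interferon response list, 34 were tested in the 60-min experiment. At 1 Hz their median log2(fold change) was 0.21 (camera, adjusted p 0.029), with 27 genes higher and 6 of 6 libraries above the control mean. The adjusted p rose to 0.057 without 1 Hz replicate 1, 0.063 without 1 Hz replicate 3, and 0.052 without control replicate 1. By fry it was 1.6e-05. At 4 Hz the median was 0.23 (camera, adjusted p 0.094) and at 10 Hz 0.06 (adjusted p 0.093), and by fry the adjusted p was 2.2e-05 and 0.065. With limma on log2(TPM + 1), the medians were 0.054 and -0.09 at 1 and 4 Hz. The leading genes at 1 Hz were B2m (ENSMUSG00000060802) and Tapbp (ENSMUSG00000024308), each of which overlaps a gene on the opposite strand. B2m went from 486 ± 16.6 CPM (SD, n = 6) in the controls to 702 ± 82.0 CPM, a log2(fold change) of 0.53 (adjusted p 1.4e-05). Tapbp went from 67.1 ± 6.70 to 87.1 ± 5.20 CPM, a log2(fold change) of 0.38 (adjusted p 2.9e-04), a call lost on log2(TPM + 1) (adjusted p 0.24). Both lay above every control in 6 of 6 libraries at 1 Hz.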

Exercise‐induced stresses can complicate distinctions between myogenic and pathological responses, especially in differentiating muscle tissues. The GO collection provides additional granularity in the form of over 15,000 gene sets to help clarify these distinctions.

### 2.6 GO collection GSEA

To explore a wider range of cellular processes, we investigated the 75 highest‐enriched GO gene sets for each experimental condition and categorized relevant terms into one of the eight categories seen in Figure 3c,e. Figure S6 shows plots of gene sets from the other categories. The 1 Hz 30‐min condition had the greatest frequency of contraction, developmental, conduction, and extracellular matrix (ECM) gene sets. Conduction‐related gene sets primarily indicate protein expression related to transmembrane ion transport, but we also included neuron morphology gene sets such as dendrite morphogenesis (GO: 0048813) due to their low incidence in our data. ECM gene sets indicate general matrix reorganization and collagen synthesis processes, including one basement membrane organization term (GO: 0071711) that is more relevant to muscle fiber adhesion. Of the terms we explored, ECM terms were unique to the 1 Hz 30‐min condition. Interestingly, we observed that during RNA extraction, tissues in the 1 Hz 30‐min condition were the most difficult to scrape away from the underlying fibrin hydrogel, suggesting that upregulation of ECM remodeling was associated with stronger cell‐matrix adhesion. These observations align with previous studies of C2C12 cells demonstrating that 1 Hz electrical stimulation increases collagen expression relative to unstimulated controls.^31^ Figure 3d shows examples of enriched cell development gene sets, mostly pertaining to muscle differentiation and adaptation. Multiple cardiac contraction, morphogenesis, and development terms are present in GSEA results, as expected given the set of shared contractile and conductive proteins between skeletal and cardiac muscle tissues.^46^

In contrast to the 1 Hz 30‐min condition, the 1 Hz 60‐min GO annotations presented a large proportion of enriched stress‐response, metabolic, and protein regulation gene sets (Figure 3e,f). 

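The GO collection was not used here, and 821 mouse Reactome pathways with 10 to 500 tested genes were tested with camera in its place, with adjustment within a frequency. At 1 Hz of the 60-min experiment, 46 pathways passed an adjusted p of 0.05, 30 of them higher, and fry held 30 of the 46. With the correlation between genes estimated from the data, camera passed 0 pathways, with 13 at an unadjusted p under 0.05. Peptide chain elongation and eukaryotic translation elongation had the smallest adjusted p (9.2e-09 for both). In the first, 93 of 93 genes were higher, with a median log2(fold change) of 0.43. Among the lower pathways, the smallest adjusted p belonged to myogenesis and CDO in myogenesis (6.8e-04 for both). Each had 17 genes tested, 6 of them higher, and a median of -0.22. Neither is the paper's Hallmark set, and the 71 sarcomere and myotube genes had a median of 0.06 at 1 Hz.

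For stress responses, the unfolded protein response list had a median log2(fold change) of 0.35 at 1 Hz (camera, adjusted p 3.7e-06), with 25 of 28 tested genes higher and 6 of 6 libraries above the control mean. Xbp1 (ENSMUSG00000020484) went from 181 ± 12.5 CPM (SD, n = 6) in the controls to 259 ± 8.97 CPM at 1 Hz, a log2(fold change) of 0.51 (adjusted p 3.4e-07), a call lost on log2(TPM + 1) (adjusted p 0.16). Edem1 (ENSMUSG00000030104) went from 47.1 ± 3.51 to 64.7 ± 4.30 CPM, a log2(fold change) of 0.46 (adjusted p 7.5e-06). Both overlap a gene on the opposite strand. The p53 target list had a median of 0.29 at 1 Hz (adjusted p 3.1e-04), with 27 of 30 genes higher. With limma on log2(TPM + 1) both lists passed with smaller medians, 0.13 and 0.074. Trp53inp1 (ENSMUSG00000028211) rose from 65.3 ± 8.63 to 152 ± 9.57 CPM at 1 Hz, a log2(fold change) of 1.22 (adjusted p 9.7e-09). Sesn1 (ENSMUSG00000038332), which also overlaps a gene on the opposite strand, rose from 21.2 ± 2.31 to 32.4 ± 3.78 CPM, a log2(fold change) of 0.61 (adjusted p 7.9e-06).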

Metabolic gene sets included several subprocesses associated with mitochondrial complex formation and oxidative metabolism. 

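At 1 Hz in the 60-min experiment, all 79 genes of the cytosolic ribosomal protein list had a positive log2(fold change), with a median of 0.41 (camera, adjusted p 3.1e-10), and 68 of them had an adjusted p under 0.05. By fry the adjusted p of the list was 0.027. At 4 Hz the median was 0.59 (camera, adjusted p 9.0e-14) and at 10 Hz 0.06 (adjusted p 0.025). At 10 Hz the list did not pass by fry (adjusted p 0.76). Nor did it pass by camera without control replicates 3, 5, or 6 (adjusted p 0.16, 0.090, and 0.068) or 10 Hz replicates 3 or 5 (adjusted p 0.49 and 0.58). With limma on log2(TPM + 1) the medians were 0.18, 0.24, and 0.046, and the list passed at each frequency. These genes took 15.3% ± 0.776 (SD, n = 6) of all TPM in the controls and 17.8% ± 1.87 at 1 Hz (two-sided exact permutation p = 0.011). Their share was 18.8% ± 2.00 at 4 Hz (exact permutation p = 0.0022) and 15.8% ± 0.933 at 10 Hz (exact permutation p = 0.29). At 4 Hz Rps15 (ENSMUSG00000063457) changed by 0.59 (adjusted p 1.1e-04) and Fau (ENSMUSG00000038274) by 0.75 (adjusted p 1.5e-04). At 1 Hz Rps15 changed by 0.33 (adjusted p 0.021) and Fau by 0.44 (adjusted p 0.019). The adjusted p at 1 Hz rose to 0.096 for Rps15 and 0.086 for Fau without 1 Hz replicate 4, and to 0.088 and 0.096 without 1 Hz replicate 6. It was 0.21 and 0.062 on log2(TPM + 1), and for Fau 0.076 without a filter on low counts. Ribosomal protein genes have processed pseudogenes, with which the estimated counts can share reads.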

Protein regulation gene sets captured ribosome assembly and protein membrane targeting. Similar gene set groupings given for other exercise conditions are presented in Figure S7.

To confirm our manual gene set groupings and investigate relationships between the “other” gene sets, we used ClueGO, a Cytoscape plugin, as an alternative to obtain nonredundant GO classifications (Figure 3g).^47^ This visualization technique identified tube morphogenesis and circulatory system development relationships, possibly relating to angiogenic, neural, and nephric terms identified in Hallmark and GO analysis. The 1 Hz 60‐min condition also included lipid, liver, and adipose‐associated classifications, possibly implicated in metabolic signaling pathways and membrane modifications.

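In the 60-min experiment, 15 genes of the fat cell differentiation list were tested, and their median log2(fold change) was 0.12 at 1 Hz (camera, adjusted p 0.16), with 6 of 6 libraries above the control mean. The median at 1 Hz was 0.046, 0.078, and 0.20 without 1 Hz replicates 1, 5, and 6. At 4 Hz the median was 0.19 (camera, adjusted p 0.16), also with 6 of 6 libraries above, and on log2(TPM + 1) it was -0.04. By fry the list passed at both, with adjusted p 0.0033 at 1 Hz and 3.9e-04 at 4 Hz. The fatty acid oxidation list, with 26 genes tested, had a median of 0.07 at 1 Hz (camera, adjusted p 0.48). That median was 0.038 without control replicate 5, -0.03, 0.11, and 0.021 without 1 Hz replicates 4, 5, and 6, and -0.13 on log2(TPM + 1).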

### 2.7 Hypoxia

Contracting muscle has oxidative metabolism 10–100 times higher than resting muscle,^48^ so it is reasonable that even a monolayer of skeletal muscle fibers can outpace passive oxygen diffusion through a column of media several millimeters in height. Given the occurrence of spontaneous twitch in our monolayers, baseline oxygen consumption is likely higher than expected for resting muscle tissue. A previous study has shown that incubation under 5% O_2_ caused muscle atrophy, and more intermediate 10%–15% O_2_ incubation supported differentiation and hypertrophy in C2C12 tissue constructs.^49^ Yet, Figure 3b reveals differences in tissue response to hypoxic and exercise‐based stressors. The 1 Hz 30‐min condition had significantly downregulated ROS and interferon responses (implicated in muscle injury and repair), while the 1 Hz 60‐min condition was upregulated in these pathways.

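For reactive oxygen species, 32 genes of an antioxidant response list were tested. At 1 Hz in the 60-min experiment, 20 were higher and 12 lower, with 11 and 8 of them at an adjusted p under 0.05, so that the list moved in both directions. Its median log2(fold change) was 0.12, its mean -0.01, and the camera test pointed down (adjusted p 0.70). The mean of the list was above the control mean in 2 of 6 libraries. The preranked score, computed with fgsea, was -1.43 (adjusted p 0.094). That adjusted p lies under the paper's cutoff for its gene sets, which is looser than the 0.05 used here. The median was 0.0093 without 1 Hz replicate 4, 0.063 without 1 Hz replicate 6, and -0.12 on log2(TPM + 1).

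**Figure D7:**
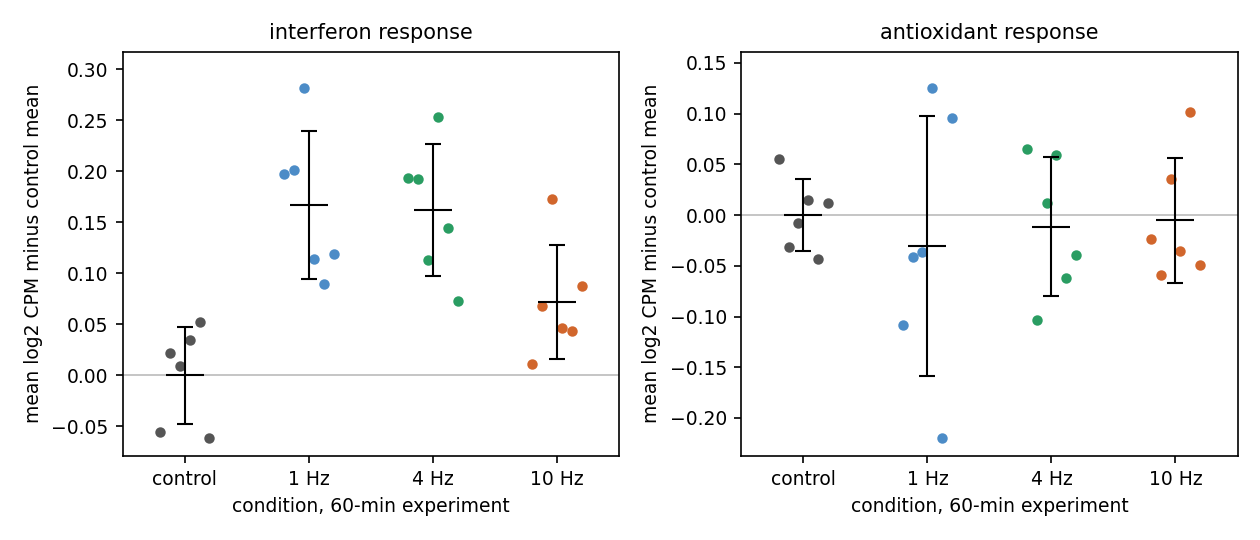
Mean log2 CPM of the interferon response list (34 genes) and of the antioxidant response list (32 genes) in each library of the 60-min experiment, relative to the control mean, 1 point per library, with the mean as a line and the SD as an error bar (n = 6). At 1 Hz 6 of 6 libraries lie above 0 for the interferon list and 2 of 6 for the antioxidant list.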

### 2.8 Channelrhodopsin expression and phototoxicity

To investigate the effect of optical stimulation on ChR2(H134R) expression in our tissues, raw read counts were obtained by mapping sequencer output to a modified reference genome containing previously described ChR2(H134R)‐tdTomato‐WPRE plasmid maps.^50^ Interestingly, the 1 Hz 30‐min condition demonstrated significantly higher ChR2(H134R) expression as compared to unstimulated controls, in line with the trends seen in conduction gene set enrichment (Figures S7, S9).

Importantly, while long‐wavelength (red and infrared) light has previously been shown to have positive photobiomodulatory effects on muscle tissue in vitro,^51^ short‐wavelength light (the range typically used for optogenetic studies) can damage cells by causing ROS to form within the culture media and cells.^52^ Yet, exercising muscle tissues also generate ROS and can complicate the relative contributions of phototoxicity and exercise to downstream transcriptional data.^53^ The Hallmark “reactive oxygen species pathway” gene set was among the lower‐ranked enriched gene sets, following no clear trend across conditions. Among the GO terms we considered in this study, only the 10 Hz 60‐min condition contained a gene set specific to ROS.

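In the 10 Hz 60-min condition the antioxidant list had a median log2(fold change) of 0.01, with 17 genes higher and 15 lower, and the camera test pointed down (adjusted p 0.70). With edgeR's test 0 of these genes had an adjusted p under 0.05. On log2(TPM + 1) the median was -0.02. It was also negative, and at its lowest -0.0316 (without 10 Hz replicate 5), without control replicates 2, 3, 4, or 5 or 10 Hz replicates 3 or 5.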

The Hallmark collection also includes two gene sets devoted to upregulation and downregulation of genes related to UV exposure. UV light includes wavelengths up to 400 nm, nearing the 470 nm wavelength used to activate ChR2(H134R). Figure S8 shows a plot of “UV response up” and “UV response dn” (down) gene set enrichment over all conditions, showing no obvious trends between light exposure and gene set upregulation or downregulation in our studies.

## 3 DISCUSSION

Optical stimulation of skeletal muscle, when coupled with high‐throughput culture and stimulation formats, offers a minimally invasive and scalable method to study tissue response to exercise. While a few prior studies show preliminary evidence that stimulating optogenetic muscle tissues with light can enhance force production, no studies, to our knowledge, have reported rheobase for optogenetic muscle or characterized how various exercise regimens broadly modulate muscle gene expression. In this study, we leverage a 2D muscle monolayer platform and open‐source optical stimulation hardware to evenly illuminate all cells within an engineered tissue. Our rigorous characterization experiments show that rheobase in widely used optogenetic C2C12 lines^17^, ^21^, ^23^, ^26^, ^34^, ^35^ can be achieved at light intensities between 5 and 25 μW mm^−2^, one to two orders of magnitude lower than intensities used in prior studies. We attribute this finding to the fact that prior optogenetic muscle stimulation studies likely either used parameters that were based on in vivo studies or used light sources without adjustable intensities.

### 3.1 Spontaneous twitch

Several in vitro studies of skeletal muscle have reported that differentiated tissues routinely spontaneously initiate contractions even in the absence of motor neuron innervation.^54^, ^55^, ^56^, ^57^ Spontaneous contraction is a necessary step in myogenesis, as intermittent twitches help align contractile and structural proteins during sarcomere synthesis.^58^ Furthermore, spontaneous contractions provide the necessary signals for embryonic neuromuscular junction formation.^59^, ^60^ Even adult muscle, when denervated, has the potential to develop spontaneous contractions.^61^

In our experiments, we observed continuous spontaneous twitch in muscle tissues across all conditions (even in the absence of ambient light exposure). This observation implies that our tissues may effectively exercise themselves even in the absence of optical stimulation. Thus, while our control conditions are unstimulated, they are not necessarily unexercised. Future studies that modulate spontaneous twitch frequency by delivering low intensity, sustained light exposure (see Figure 1g) throughout the entire study could account for this factor by precisely controlling spontaneous twitch across all tested conditions.

### 3.2 Transcriptomic analysis

Despite the presence of spontaneous twitch in all conditions, our optical exercise protocols still produce meaningful differential gene expression results. RNA‐seq data reveal similar trends in cell behavior when comparing individual genes (Figure 2e,f) and GSEA results (Figure 3). Overall, transcriptomic analysis points to myogenic responses in the 1 Hz 30 min and 4 Hz 30 min experiments and pathological stress responses in the 60‐min experiment across all tested stimulation frequencies.

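Across the frequencies of the 60-min experiment, the unfolded protein response list had a median log2(fold change) of 0.38 at 4 Hz (camera, adjusted p 5.3e-05) and 0.06 at 10 Hz (adjusted p 0.029). At 10 Hz it did not pass by fry (adjusted p 0.24) or on log2(TPM + 1) (adjusted p 0.12). Nor did it pass by camera without control replicates 3, 4, or 5 (adjusted p 0.18, 0.079, and 0.058) or 10 Hz replicates 3 or 5 (adjusted p 0.079 and 0.16). The p53 target list had a median of 0.38 at 4 Hz (adjusted p 2.5e-04) and -0.03 at 10 Hz (adjusted p 0.33). At 10 Hz that median was 0.0081 without control replicate 1 and 0.0065 without 10 Hz replicate 6. With limma on log2(TPM + 1) both lists passed at 4 Hz with smaller medians, 0.071 for the unfolded protein response and 0.038 for p53 targets. Of the Reactome pathways, 63 passed at 4 Hz and 7 at 10 Hz by camera, of which fry held 63 and 0. At 10 Hz the smallest adjusted p belonged to the endosomal and vacuolar pathway (6.8e-05), with a positive log2(fold change) in 15 of 15 tested genes and a median of 0.21. Whether a list differed between frequencies was not tested. The paper states that its gene expression analysis as a whole points to pathological stress responses at every frequency of the 60-min protocols.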

Discussing “stress response” in exercise contexts is difficult because exercise itself is a form of stress. Hypoxia is another form of stress, and GSEA results show significant enrichment of hypoxia in both experiments (Figure S5). Yet, hypoxia has a multidimensional role in exercise contexts, being itself an expected consequence of exercise. 

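In the 60-min experiment, the hypoxia list, with 43 genes tested, had a median log2(fold change) of 0.16 at 1 Hz (camera, adjusted p 0.15), 0.23 at 4 Hz (adjusted p 0.025), and 0.02 at 10 Hz (adjusted p 0.70), where its mean was -0.0001. Without 1 Hz replicate 4 the median at 1 Hz was 0.091. By fry the adjusted p was 0.025, 1.5e-04, and 0.78. The preranked score was 1.38, 1.80, and 0.90 (fgsea, adjusted p 0.095, 0.0056, and 0.68). The paper's cutoff for its preranked gene sets is looser than the 0.05 used here, and the list at 1 Hz lies under it. At 4 Hz 24 genes were higher and 8 lower at an adjusted p under 0.05, and 6 of 6 libraries lay above the control mean. The leading genes were P4ha2 (ENSMUSG00000018906) and Mxi1 (ENSMUSG00000025025), the latter overlapping a gene on the opposite strand. P4ha2 went from 217 ± 4.68 CPM (SD, n = 6) in the controls to 317 ± 39.0 CPM at 4 Hz, a log2(fold change) of 0.55 (adjusted p 4.0e-07). Mxi1 went from 94.0 ± 6.21 to 132 ± 13.9 CPM, a log2(fold change) of 0.50 (adjusted p 3.6e-06). On log2(TPM + 1) the medians of the list were -0.05, -0.07, and -0.02 at 1, 4, and 10 Hz, the first 2 smaller falls than those of all genes on that scale, and neither gene passed at 4 Hz (adjusted p 0.12 and 0.40).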

At the right dose, hypoxia supports myogenesis, muscle hypertrophy, and fiber type transitions,^49^, ^62^ motivating future studies that carefully measure and control hypoxia in muscle exercise studies.

We observed clustering between 1 and 4 Hz 30‐min conditions, which is reasonable given that both frequencies stimulate independent twitches in muscle.^17^, ^63^, ^64^ By contrast, muscle fibers undergoing 10 Hz stimulation (near‐tetanic contraction) do not undergo full cycles of contraction and relaxation, possibly incurring less wear on fibers due to smaller displacements. This could serve as one possible explanation for transcriptional similarities between the 10 Hz 30‐min conditions and unstimulated controls. Alternatively, it is possible that muscles undergoing 10 Hz stimulation fatigued more quickly, and thus did not actively contract for a significant portion of the exercise training regimen.

### 3.3 Technical limitations and future directions

Our study, similar to most other in vitro tissue culture studies, relied on relatively static culture media conditions (i.e., media replenished once a day) and passive oxygen diffusion. Given that exercise in vivo occurs in the presence of active nutrient and oxygen perfusion, future high‐throughput studies that measure and control for oxygen and glucose consumption may enable more physiologically relevant models of exercise and perhaps highlight benefits of training regimens longer than 30 min. Fortunately, given that optical stimulation platforms (such as the one described in this study) are compact and can perform non‐contact stimulation of cells through plastic‐ and glass‐bottom well plates, they are compatible with integrating other equipment that enables active media perfusion and oxygen generation.

## 4 CONCLUSIONS

We have combined techniques for longitudinal culture of 2D muscle monolayers with a high‐throughput optical stimulation apparatus to build a scalable and minimally invasive exercise assay platform. Our methodology enabled characterizing the minimal light intensity required to activate optogenetic skeletal muscle cells, and mapping diverse changes in muscle gene expression in response to exercise training at various frequencies (1–10 Hz) and durations (0–60 min). Future studies that integrate automated culture systems for glucose and oxygen delivery may further enhance the physiological relevance of our platform. Likewise, studies that integrate co‐cultures of muscle with other cell types may lend insight into the systemic biochemical and mechanical impacts of exercise on other tissues. We anticipate that insights from this study will inform optimized exercise protocols for promoting maturation of tissue engineered skeletal muscle, with potential applications in disease modeling, regenerative medicine, and biohybrid robotics.^65^, ^66^, ^67^, ^68^

## 5 MATERIALS AND METHODS

### 5.1 Culture substrate preparation

Culture substrates were prepared similar to prior work.^28^ For the optical characterization experiment, six‐well plates were fitted with 15 mm‐diameter acrylic wells. Fibrin hydrogel prepolymer was prepared by first mixing a solution of DMEM (Sigma Aldrich, D6429) with 8 mg/mL fibrinogen from fetal bovine plasma (Sigma Aldrich, F8630‐1G). Then, 4 μL/mL thrombin from bovine plasma (Sigma‐Aldrich, T4648‐1KU) was added to the solution, mixed, and pipetted into the acrylic wells at 850 μL per well. As the fibrin gel cured, stamps with 25 μm groove widths were aligned with the acrylic well and placed at the top of the gels to replicate the groove pattern on the gel surface.

Stamps were prepared using prior fabrication methods previously described.^28^ Prior to gel insertion, stamps were sterilized overnight in 70% ethanol and with UV radiation the day of fibrin preparation. To prevent adhesion to fibrin, the stamps were first soaked for 15 min in bovine serum albumin (BSA, Thermo Fisher Scientific, 37525) diluted to a 5% vol/vol concentration. Immediately before gel insertion, stamps were removed from BSA and lightly dried with an aspirator to minimize the BSA layer. Then, a small amount of phosphate‐buffered saline (Thermo Fisher Scientific, 20012027) was placed on the stamp surface to coat the grooves and minimize trapped air when submerged in the fibrin prepolymer. Gels cured for 1 h at room temperature and were maintained in DMEM after stamp removal. Stamps were then cleaned with soap and water using a thin‐bristle toothbrush to de‐soil the stamp face and sides, then underwent sonication in 70% ethanol for 30 min. For the exercise experiments, 24‐well plates were prepared identically to the 6‐well plates except that no acrylic well was used and each well had 500 μL of fibrin.

### 5.2 Cell culture

Optogenetically engineered C2C12 mouse myoblasts (expressing 470 nm blue‐light sensitive ChR2(H134R) tagged with tdTomato) were used for all experiments.^17^ We followed standard tissue culture protocols; ethical considerations were not required as we used an established mouse cell line and did not use cells from any human donors in this study. Cells were expanded in growth medium (GM) consisting of fetal bovine serum (1:10 vol/vol, Life Technologies, A5670701), Corning™ L‐glutamine solution (1:100 vol/vol, Fisher Scientific Co LLC, MT25005CI), and 1% penicillin–streptomycin (Fisher Scientific Co LLC, MT30002CI) dissolved in DMEM. The cells were seeded on stamped gels at a density of 100,000 cells per well (for both 6 and 24‐well plates) and grown in GM with 6‐aminocaproic acid (ACA) (Sigma‐Aldrich, A2504‐100G) at a ratio of 1:50 vol/vol for 1 day until they reached confluency. They were then switched to differentiation medium (DM) consisting of horse serum (1:10 vol/vol, Gibco, 26050‐088), Corning™ L‐glutamine solution (1:100 vol/vol, Fisher Scientific Co LLC, MT25005CI), and 1% penicillin–streptomycin (Fisher Scientific Co LLC, MT30002CI) in DMEM (Sigma Aldrich, D6429), supplemented with insulin‐like growth factor 1 (1:20,000 vol/vol, PeproTech, 100‐11R3‐1MG) and ACA. Cells in 6‐well plates were maintained in 4 mL of media and cells in 24‐well plates were maintained in 0.6 mL of media (30 min exercise) and 1.5 mL of media (60 min exercise).

### 5.3 Optical characterization experiment

Cells were seeded in a six‐well plate and cultured for 9 days in DM without exercise before undergoing characterization. On DM day 9, optically stimulated cell contractions were filmed using an Axiocam 202 mono camera (Zeiss) connected to an inverted brightfield microscope (Primovert, Zeiss). To produce the optical pulses, a function generator (SDG 1032X, Siglent) modulated input signals from an LED driver (LEDD1B, Thorlabs) to a collimated fiber‐optic LED system (M470F3, Thorlabs), previously described.^64^ The collimating lens (F950FC‐A, Thorlabs) was inserted sideways into a fused deposition modeling 3D printed fixture that reflected light downwards to the tissue to avoid collisions with the microscope's overhead lamp and maintain spotlight perpendicularity. The fixture included alignment elements which centered the light over each well. Optical intensity was measured with a photometer (PM100D, S130C, Thorlabs) calibrated to the same distance from the light as tissues in the well plate. Plates were illuminated with a 350‐lumen red LED hunting flashlight (X.YShine) to avoid unintended stimulation. To gather data, videos were taken at 30 fps of contractile responses to single light pulses while sequentially increasing the intensity, repeating for each well. Displacement fields and mean average displacement approximations of tissue contraction were generated from video frames using an open‐source tracking algorithm, described previously.^37^, ^69^ A custom MATLAB script, specifically utilizing the “findpeaks” function, determined maximum displacement amplitudes for twitch and stimulated contractions used in Figure 1. One caveat of this analysis is that the optical pulses briefly saturate the camera, rendering the tracking software unable to track illuminated frames. Since we are interested in what happens after illumination, we track frames backwards in time up to the last frame of illumination to ensure tracking continuity.

### 5.4 Exercise study

All conditions were exercised daily, starting on DM day 1. Two open‐source optical illumination plates were constructed and kept inside an incubator to facilitate high‐throughput stimulation.^29^, ^30^ The light guide attachments were adjusted in CAD (SolidWorks 2021) to fit the dimensions of our well plate (Cellvis: #P24‐1.5H‐N). Experiments were conducted in 24‐well plates with sxi biological replicates per condition (control, 1, 4, 10 Hz). The illumination platform saves stimulation settings on an integrated Raspberry Pi Zero W computer, so settings were loaded once through the included “JarJarBlinks” Java applet GUI. Media was changed daily, no more than 15 min before exercise.

### 5.5 Quantitative polymerase chain reaction

Reverse transcription of RNA into cDNA was conducted with the High‐Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Technical replicates were prepared for quantitative polymerase chain reaction (qPCR) with TaqMan Fast Advanced Master Mix and TaqMan Assays for the genes of interest (Applied Biosystems), and reaction amplification curves were obtained using a CFX Opus 96 (Bio‐Rad). Relative gene expression was quantified with the ΔΔCt method, using GAPDH as a reference gene.^70^

### 5.6 RNA sequencing

RNA extraction was performed on day 14 of muscle differentiation for the 30‐min experiment and day 16 for the 60‐min experiment using the Qiagen RNeasy Mini Kit (Hilden, Germany) following the manufacturer's instructions. Cell monolayers were treated with the lysis buffer for 15 min before being spun down in QIAshredder spin columns to homogenize the tissue.

Sequencing libraries were generated using the NEBNext® Ultra™ II Directional RNA preparation with poly(A) selection kit. Library sizes were quantified and verified via qPCR and Fragment Analyzer before being loaded on the Singular G4 platform in a 50‐base paired‐end configuration with 8 + 8 nucleotide indexes.

Reads were mapped against mm39 (GRCMm39) using the BWA‐MEM algorithm.^71^ Quality control metrics such as mapping rates, unique 20‐mers, and fraction of ribosomal RNAs were calculated using bedtools version 2.30.0. FASTQ files were processed using the nf‐core/rnaseq version 3.11.1 pipeline. We utilized the GRCm39 reference genome and ENSEMBL GRCm39 murine annotations.

Differential gene expression was done in DESeq2 in R version 4.2.0 using the apeglm method to provide Bayesian shrinkage estimators for effect sizes.^72^ We reported log_2_ fold changes and Benjamini‐Hochberg adjusted *p*‐values. Our GSEA was done in version 3.0. We utilized the log_2_ fold changes and *p*‐values from DESeq2 to rank the genes in preparation for analysis in the GSEAP reranked module. Two major MSigDB collections were used to investigate transcriptional differences, Hallmark and C5 (GO) gene set collections. We reported NESs from the GSEA analysis with their false discovery rate (FDR) *q*‐values. Gene sets with FDR *q*‐values <0.25 were considered statistically significant.

### 5.7 Statistical analysis

Statistical methods used to evaluate significance are defined in accompanying figure captions.

## AUTHOR CONTRIBUTIONS

Conceptualization: Ronald Heisser, Angel Bu, Tamara Rossy, Ritu Raman. Methodology: Ronald Heisser, Laura Schwendeman, Tamara Rossy, Ritu Raman. Investigation: Ronald Heisser, Angel Bu, Laura Schwendeman, Tamara Rossy, Pavankumar Umashankar, Vincent Butty, Ritu Raman. Formal analysis: Ronald Heisser, Angel Bu, Pavankumar Umashankar, Vincent Butty, Ritu Raman. Visualization: Ronald Heisser, Angel Bu. Data curation: Vincent Butty. Funding acquisition: Ritu Raman. Project administration: Ritu Raman. Supervision: Ritu Raman. Writing – original draft: Ronald Heisser, Angel Bu, Ritu Raman. Writing – review and editing: Ronald Heisser, Ritu Raman.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** Supplementary information.

**Video S1:** Twitch response from Figure 1d.

**Video S2:** Frequency modulation with constant illumination.

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus^73^ and are accessible through GEO Series accession number GSE306860.

# Supplementary material for: Physiological and functional characterization for high‐throughput optogenetic skeletal muscle exercise assays
**Source:** Bioeng Transl Med. 2025 Dec 14;11(3):e70101. doi: 10.1002/btm2.70101
**Supplement:** Supplementary file 1 — Data S1: Supplementary information.

**Supplementary Information**

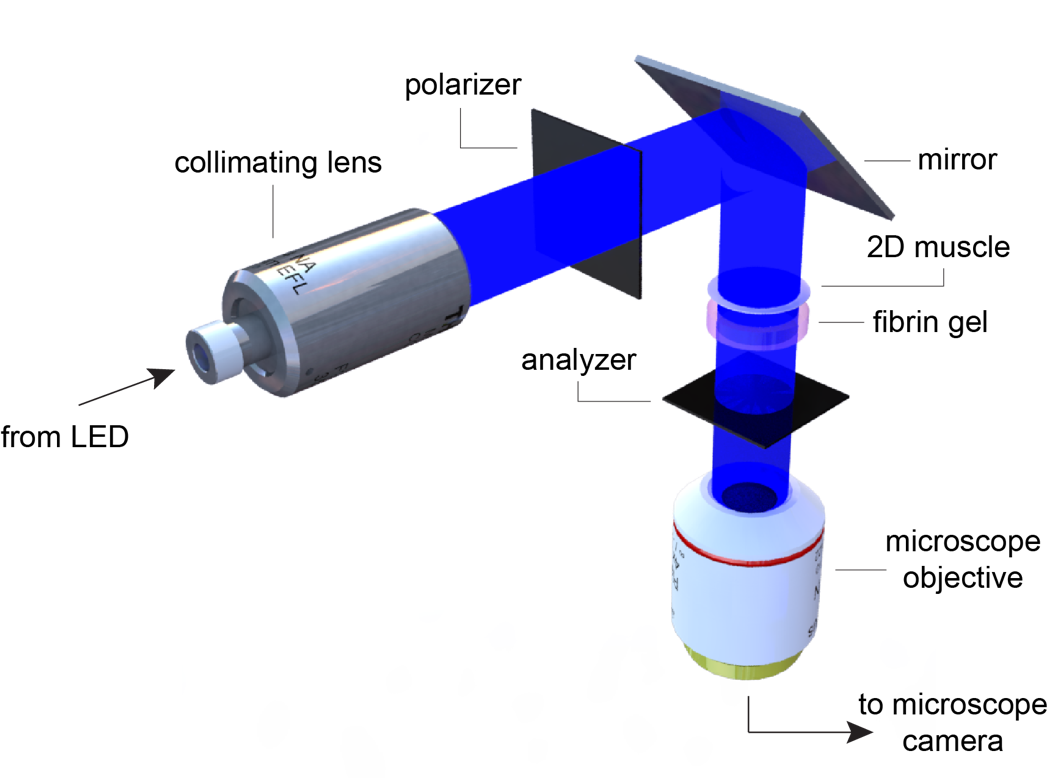

Figure S1: Optical stimulation setup used to characterize optogenetic muscle rheobase.

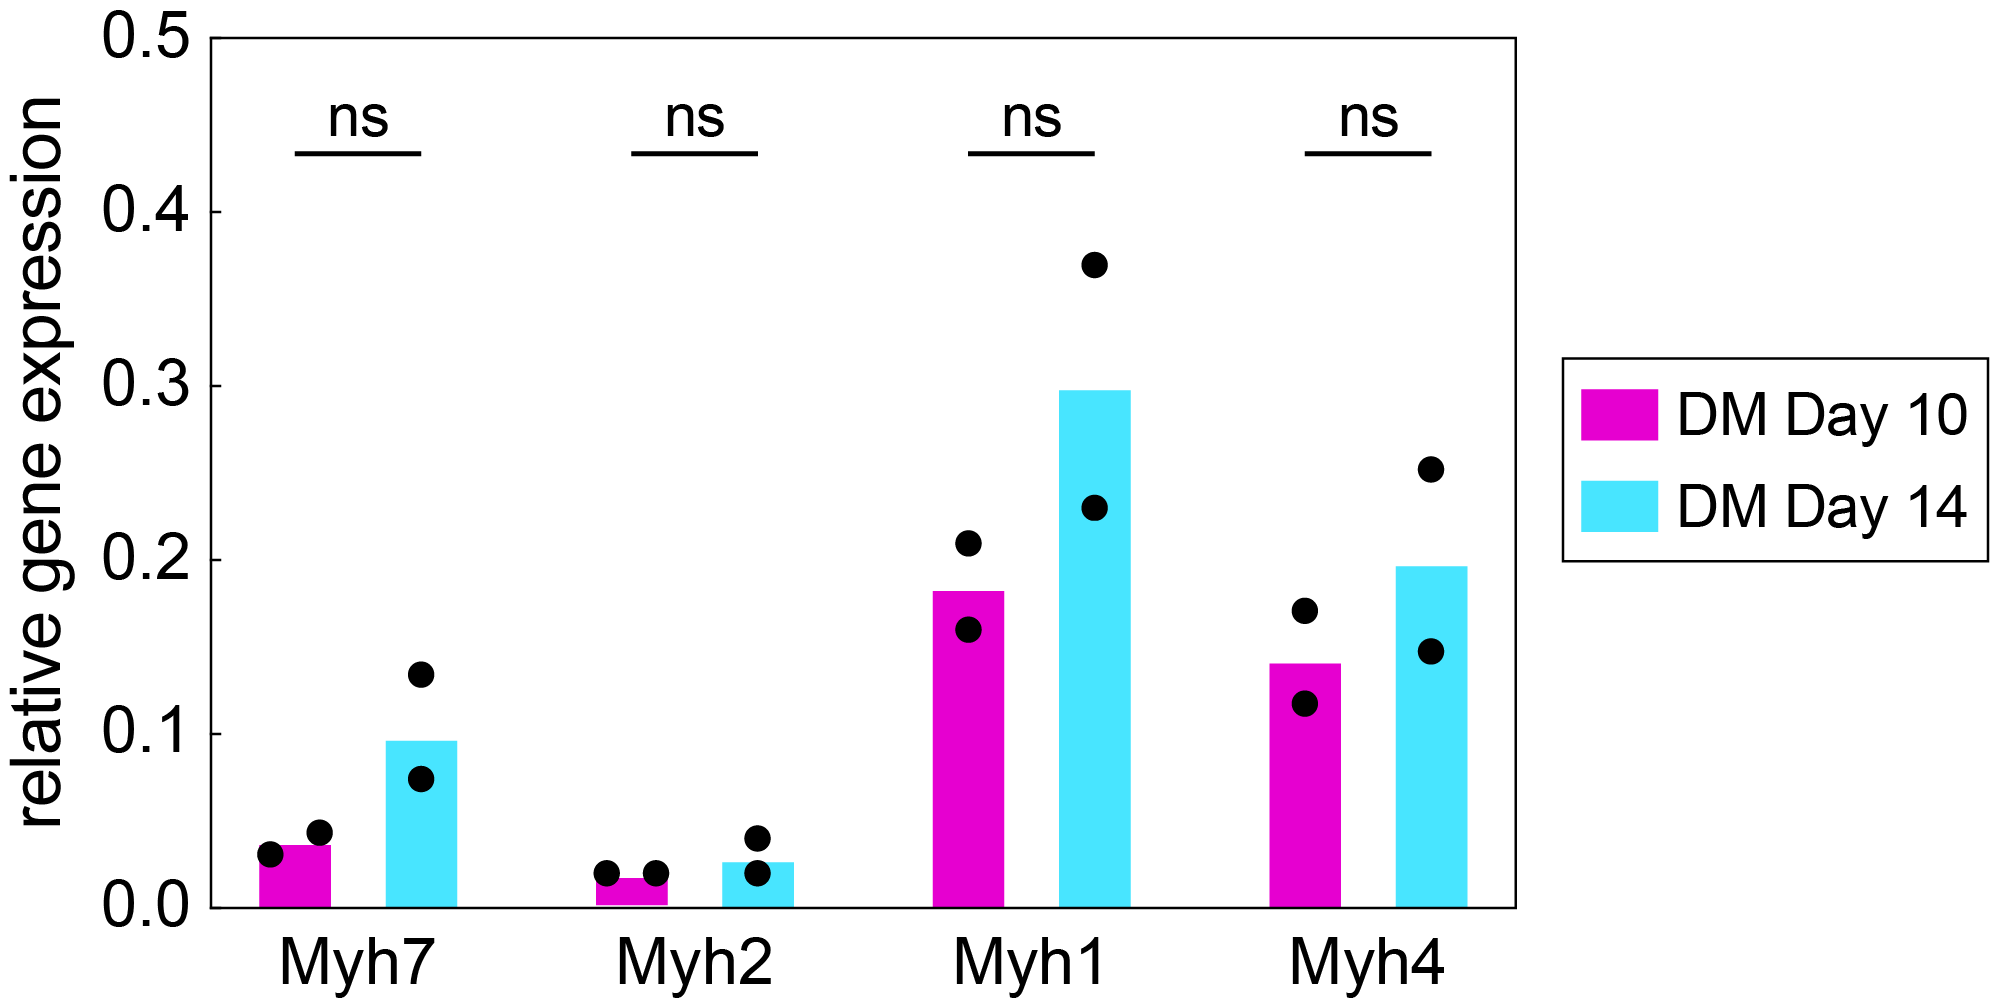

Figure S2: qPCR comparison of gene expression showing stable expression of mature myosin isoforms after 10 days in differentiation media. Relative gene expression values were obtained by calculating 2^-ΔΔCt^ of three technical replicates for two biological replicates. Averages of target genes were compared against averages of a housekeeping gene (MYOG) for each experiment.

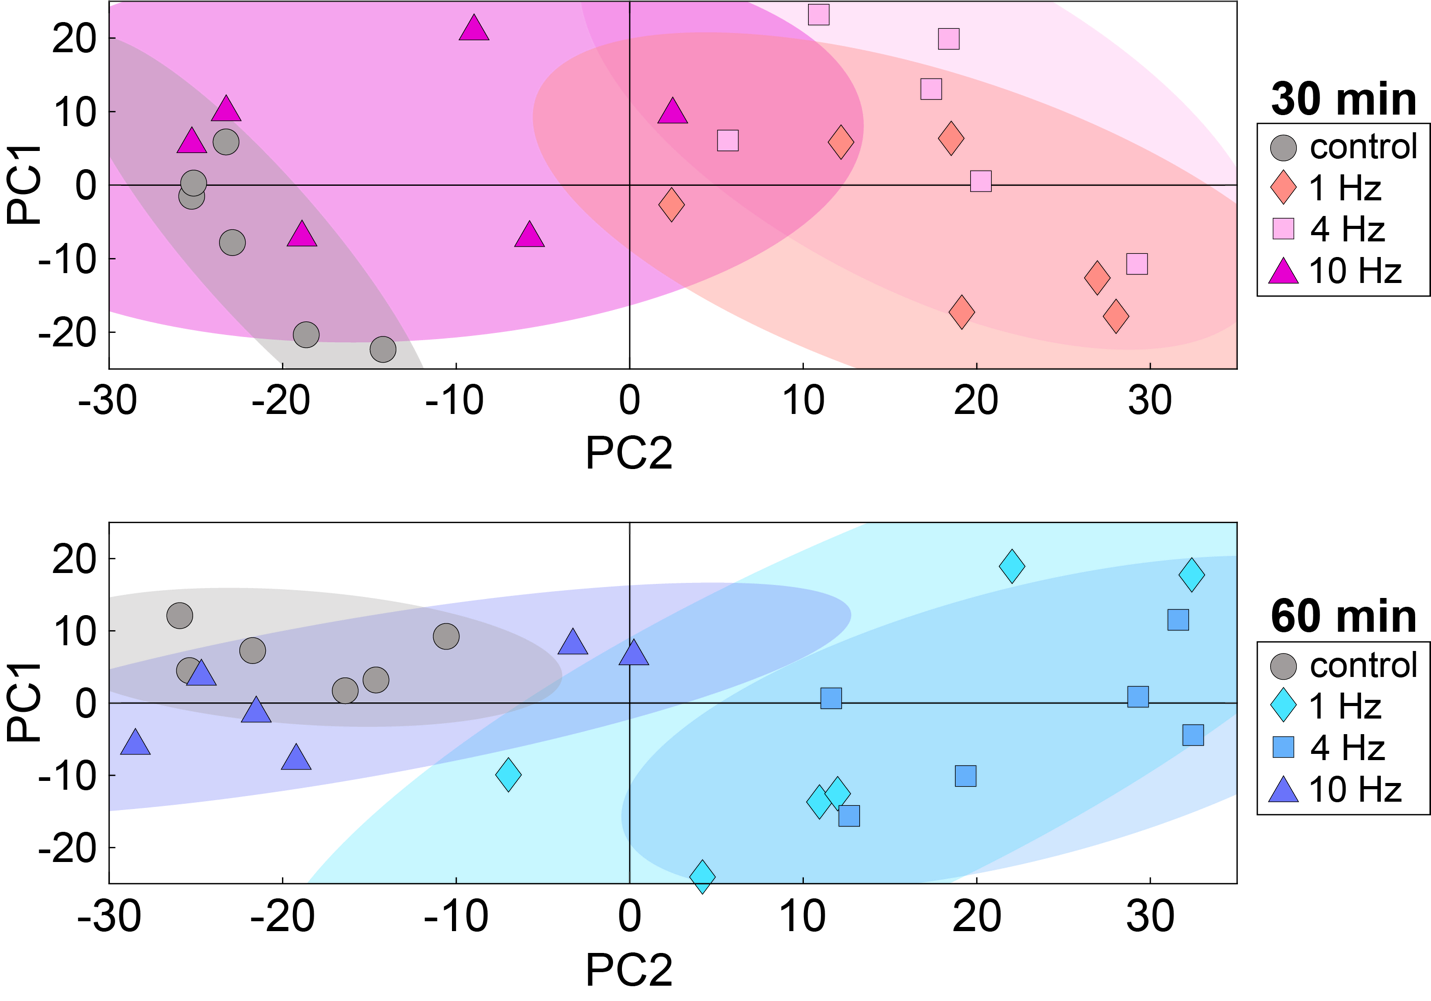

Figure S3: Principal component analysis (PCA) plots for 30 minute and 60 minute exercise experiments. Error ellipses (95% confidence interval) were plotted using “error_function” in MATLAB^1^.

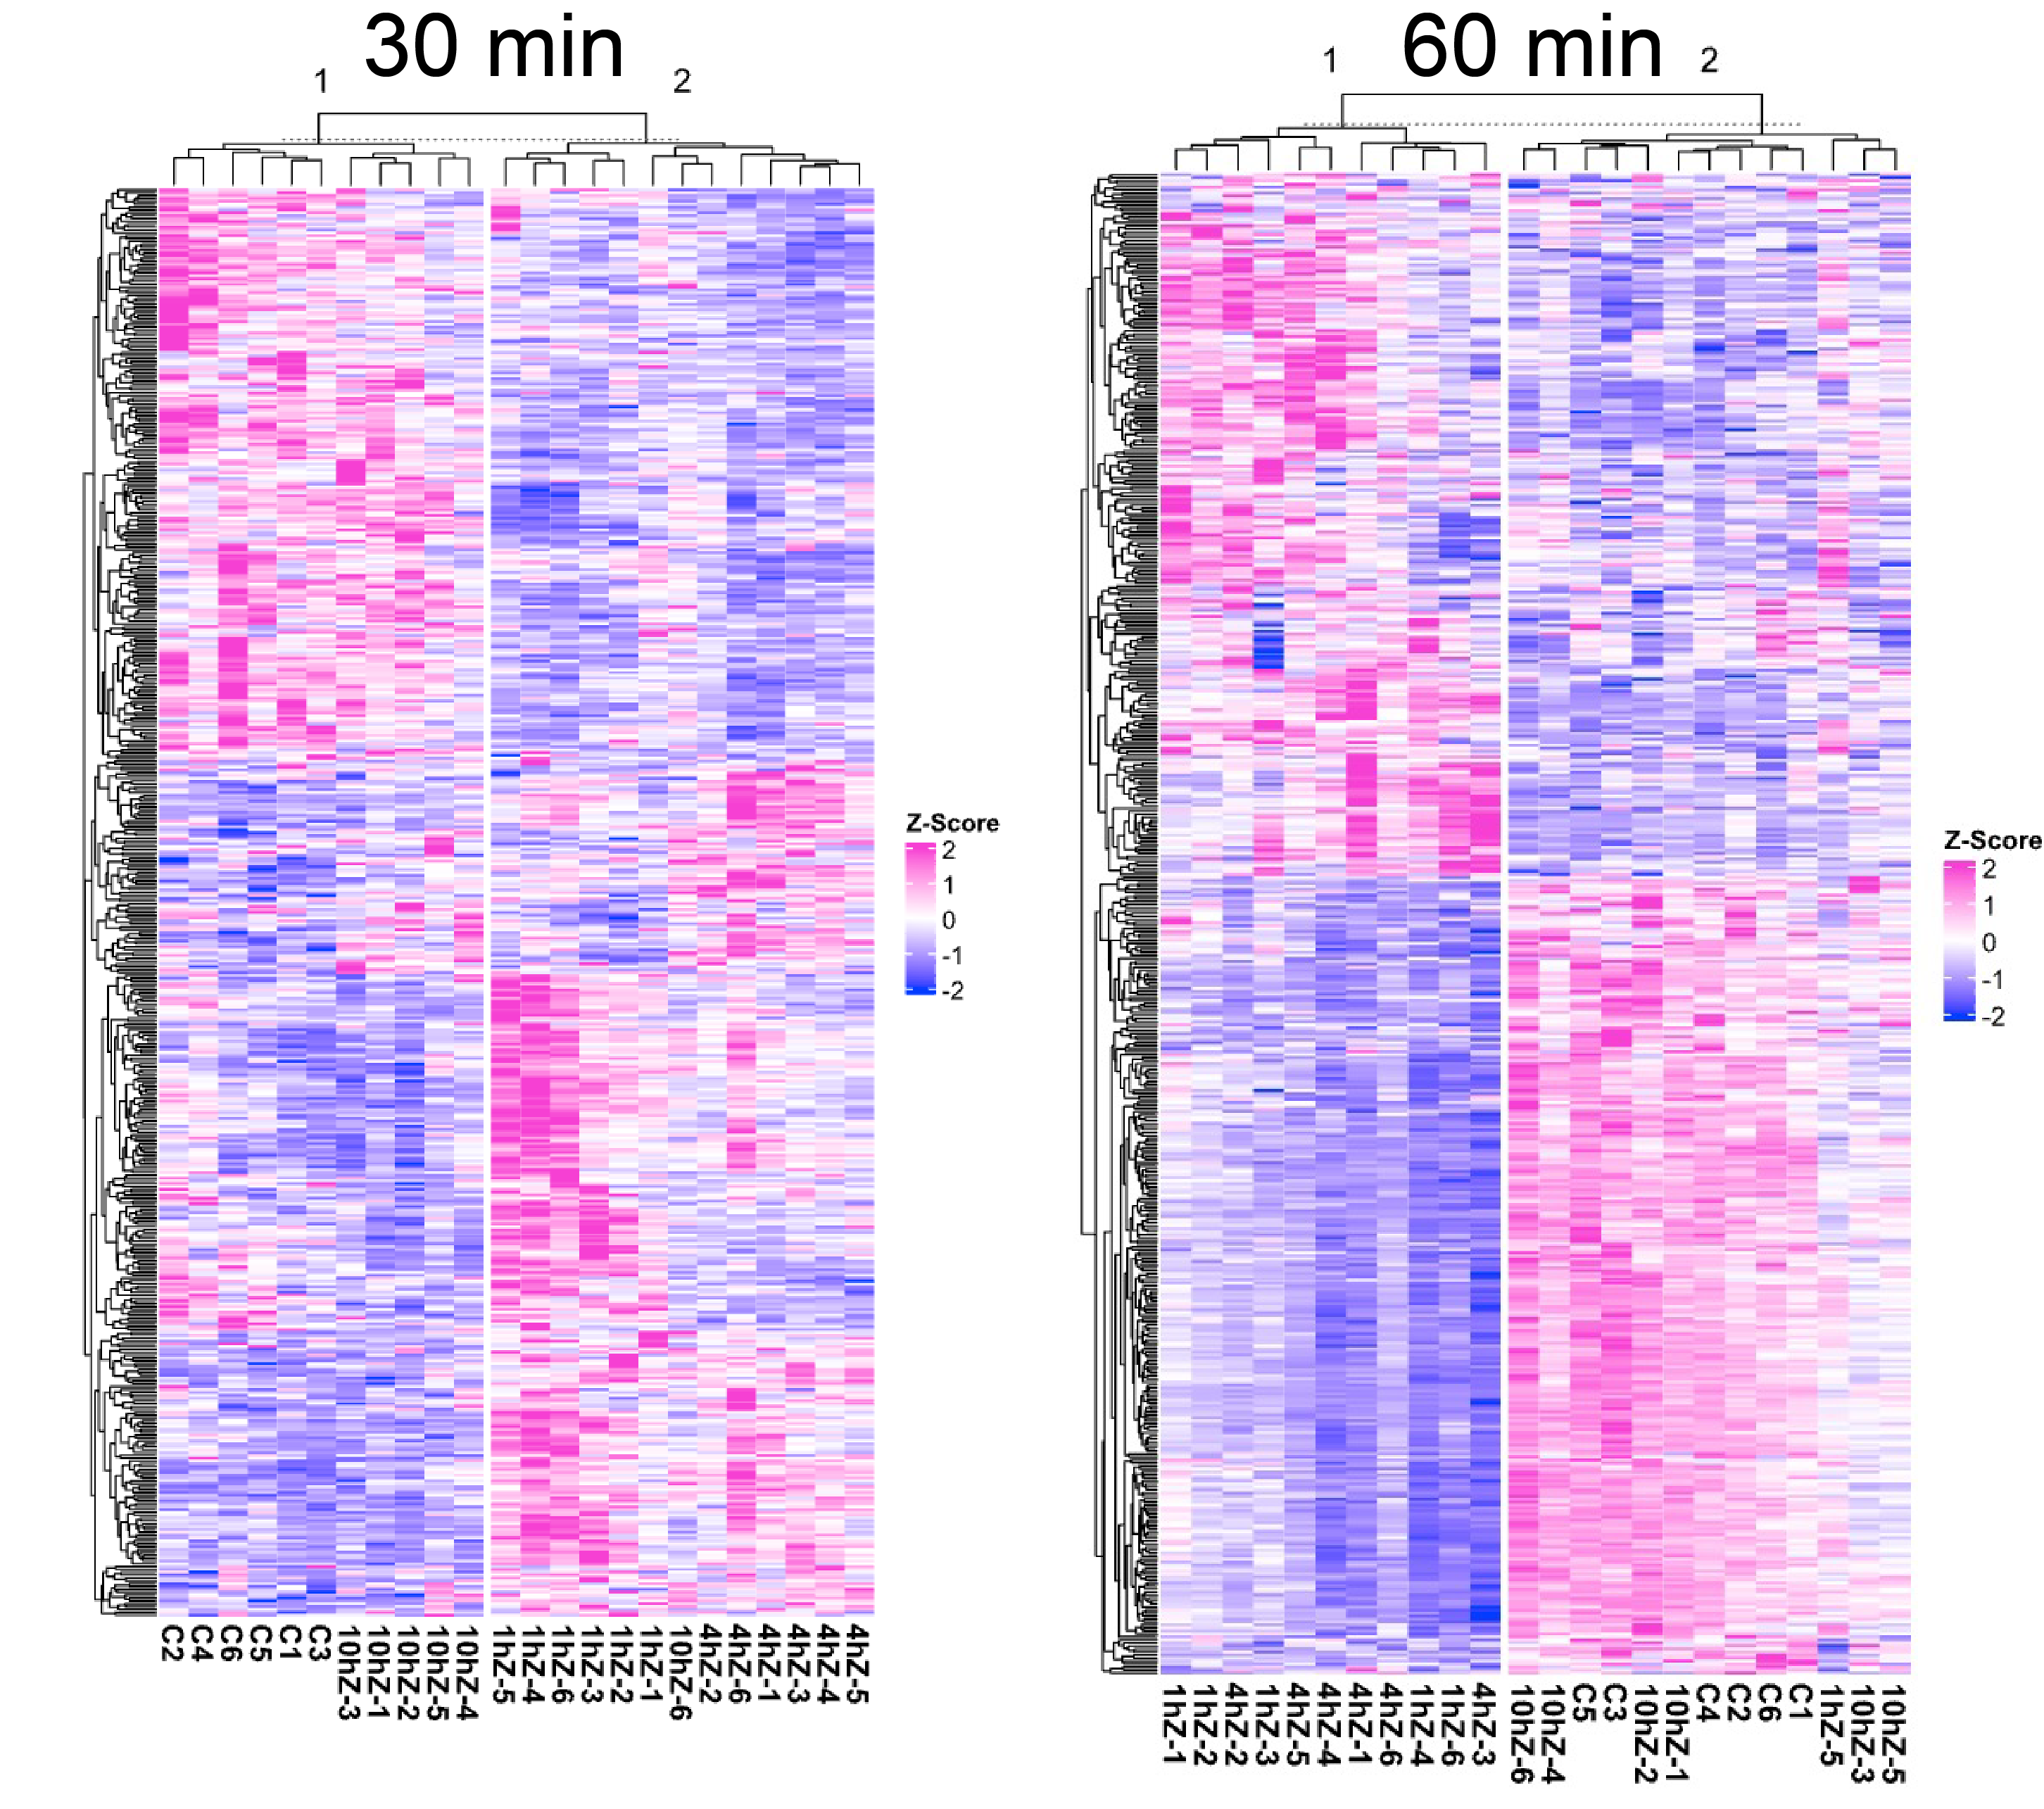

Figure S4: RNA-seq heatmaps. Heatmaps show top 500 differentially expressed genes. Genes were hierarchically clustered on a z-score normalized matrix of transcripts per million. “C” indicates control conditions.

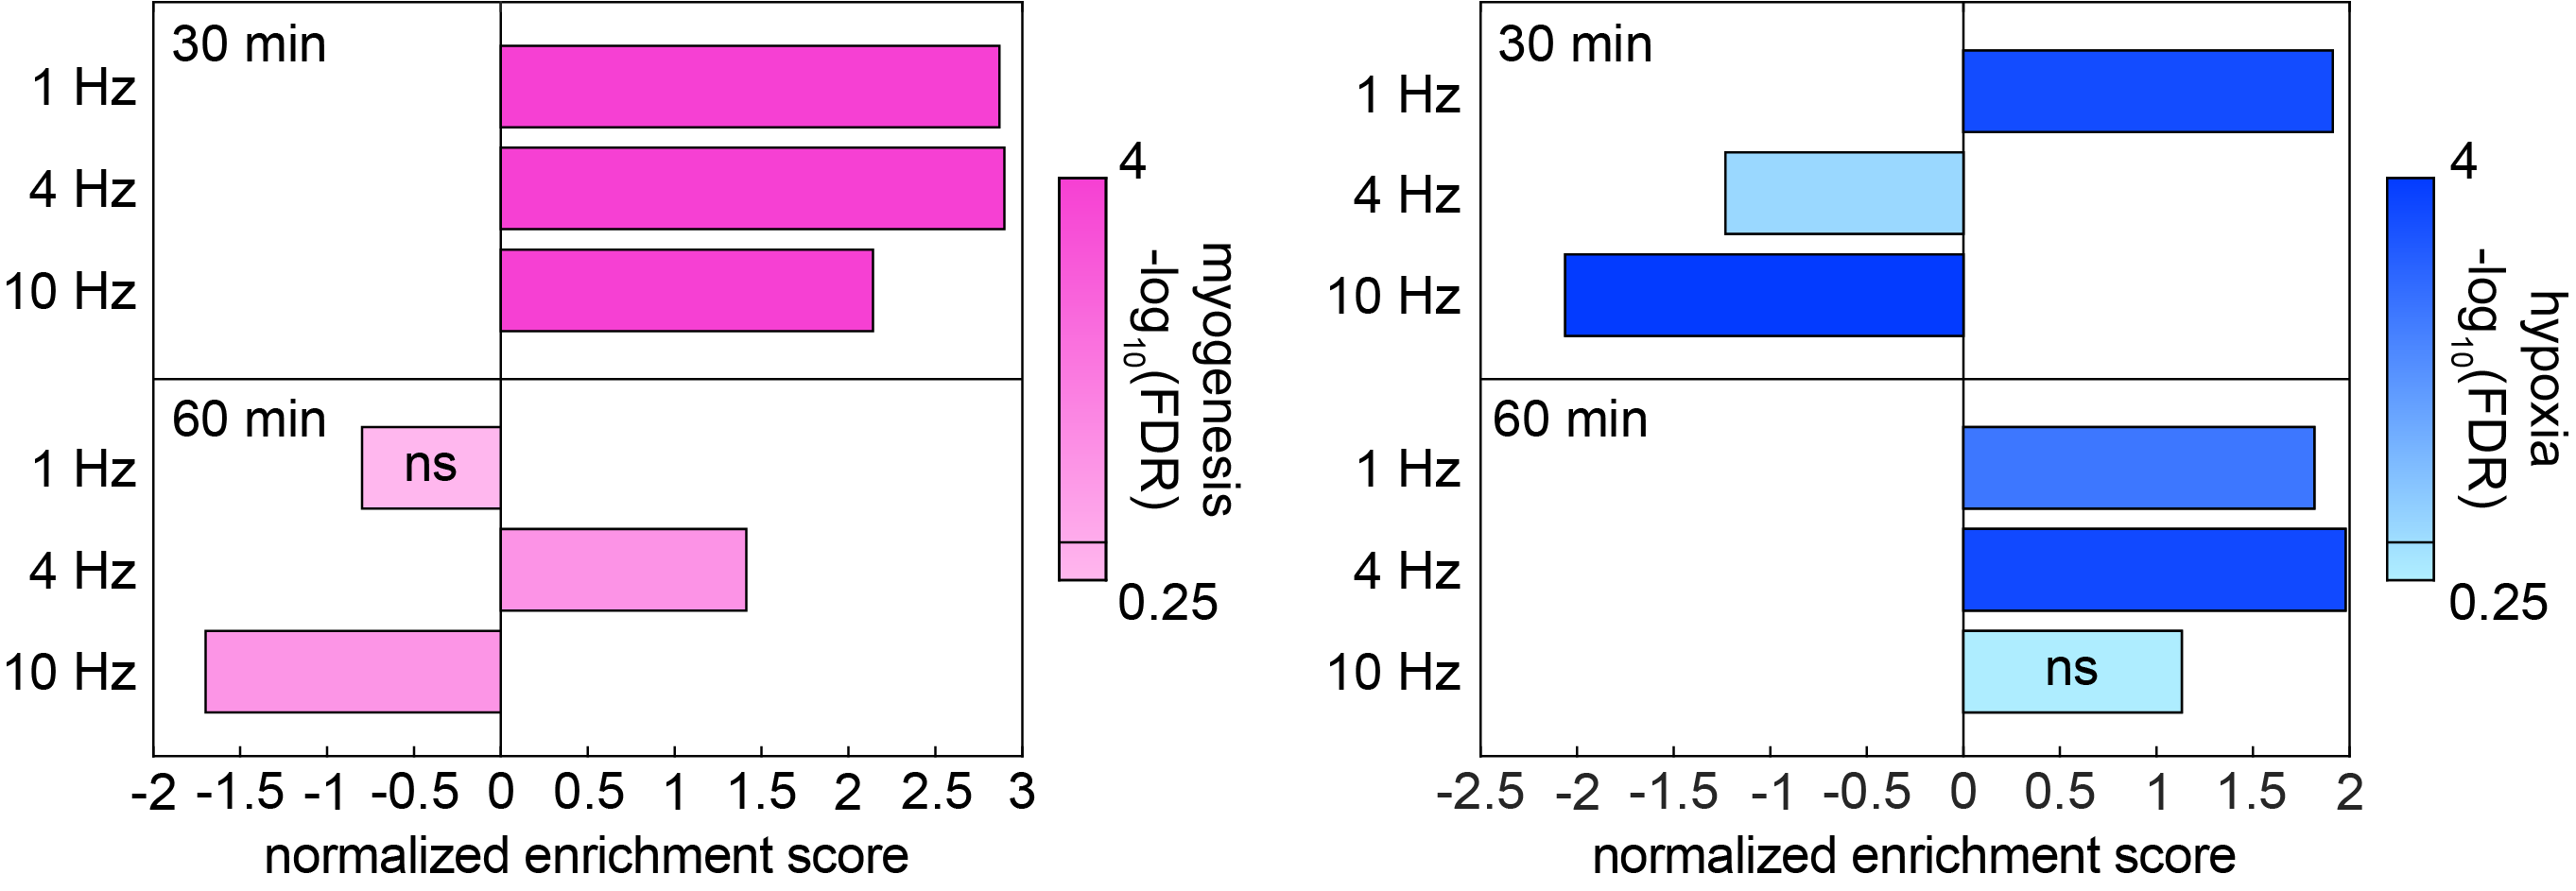

Figure S5: Plots of Hallmark “myogenesis” (left) and “hypoxia” (right) gene sets over all experimental conditions. Normalized enrichment score obtained by comparing GSEA output of grouped experimental and control conditions. Conditions marked with “ns” have -log_10_(FDR) < 0.25, thus are considered not statistically significant.

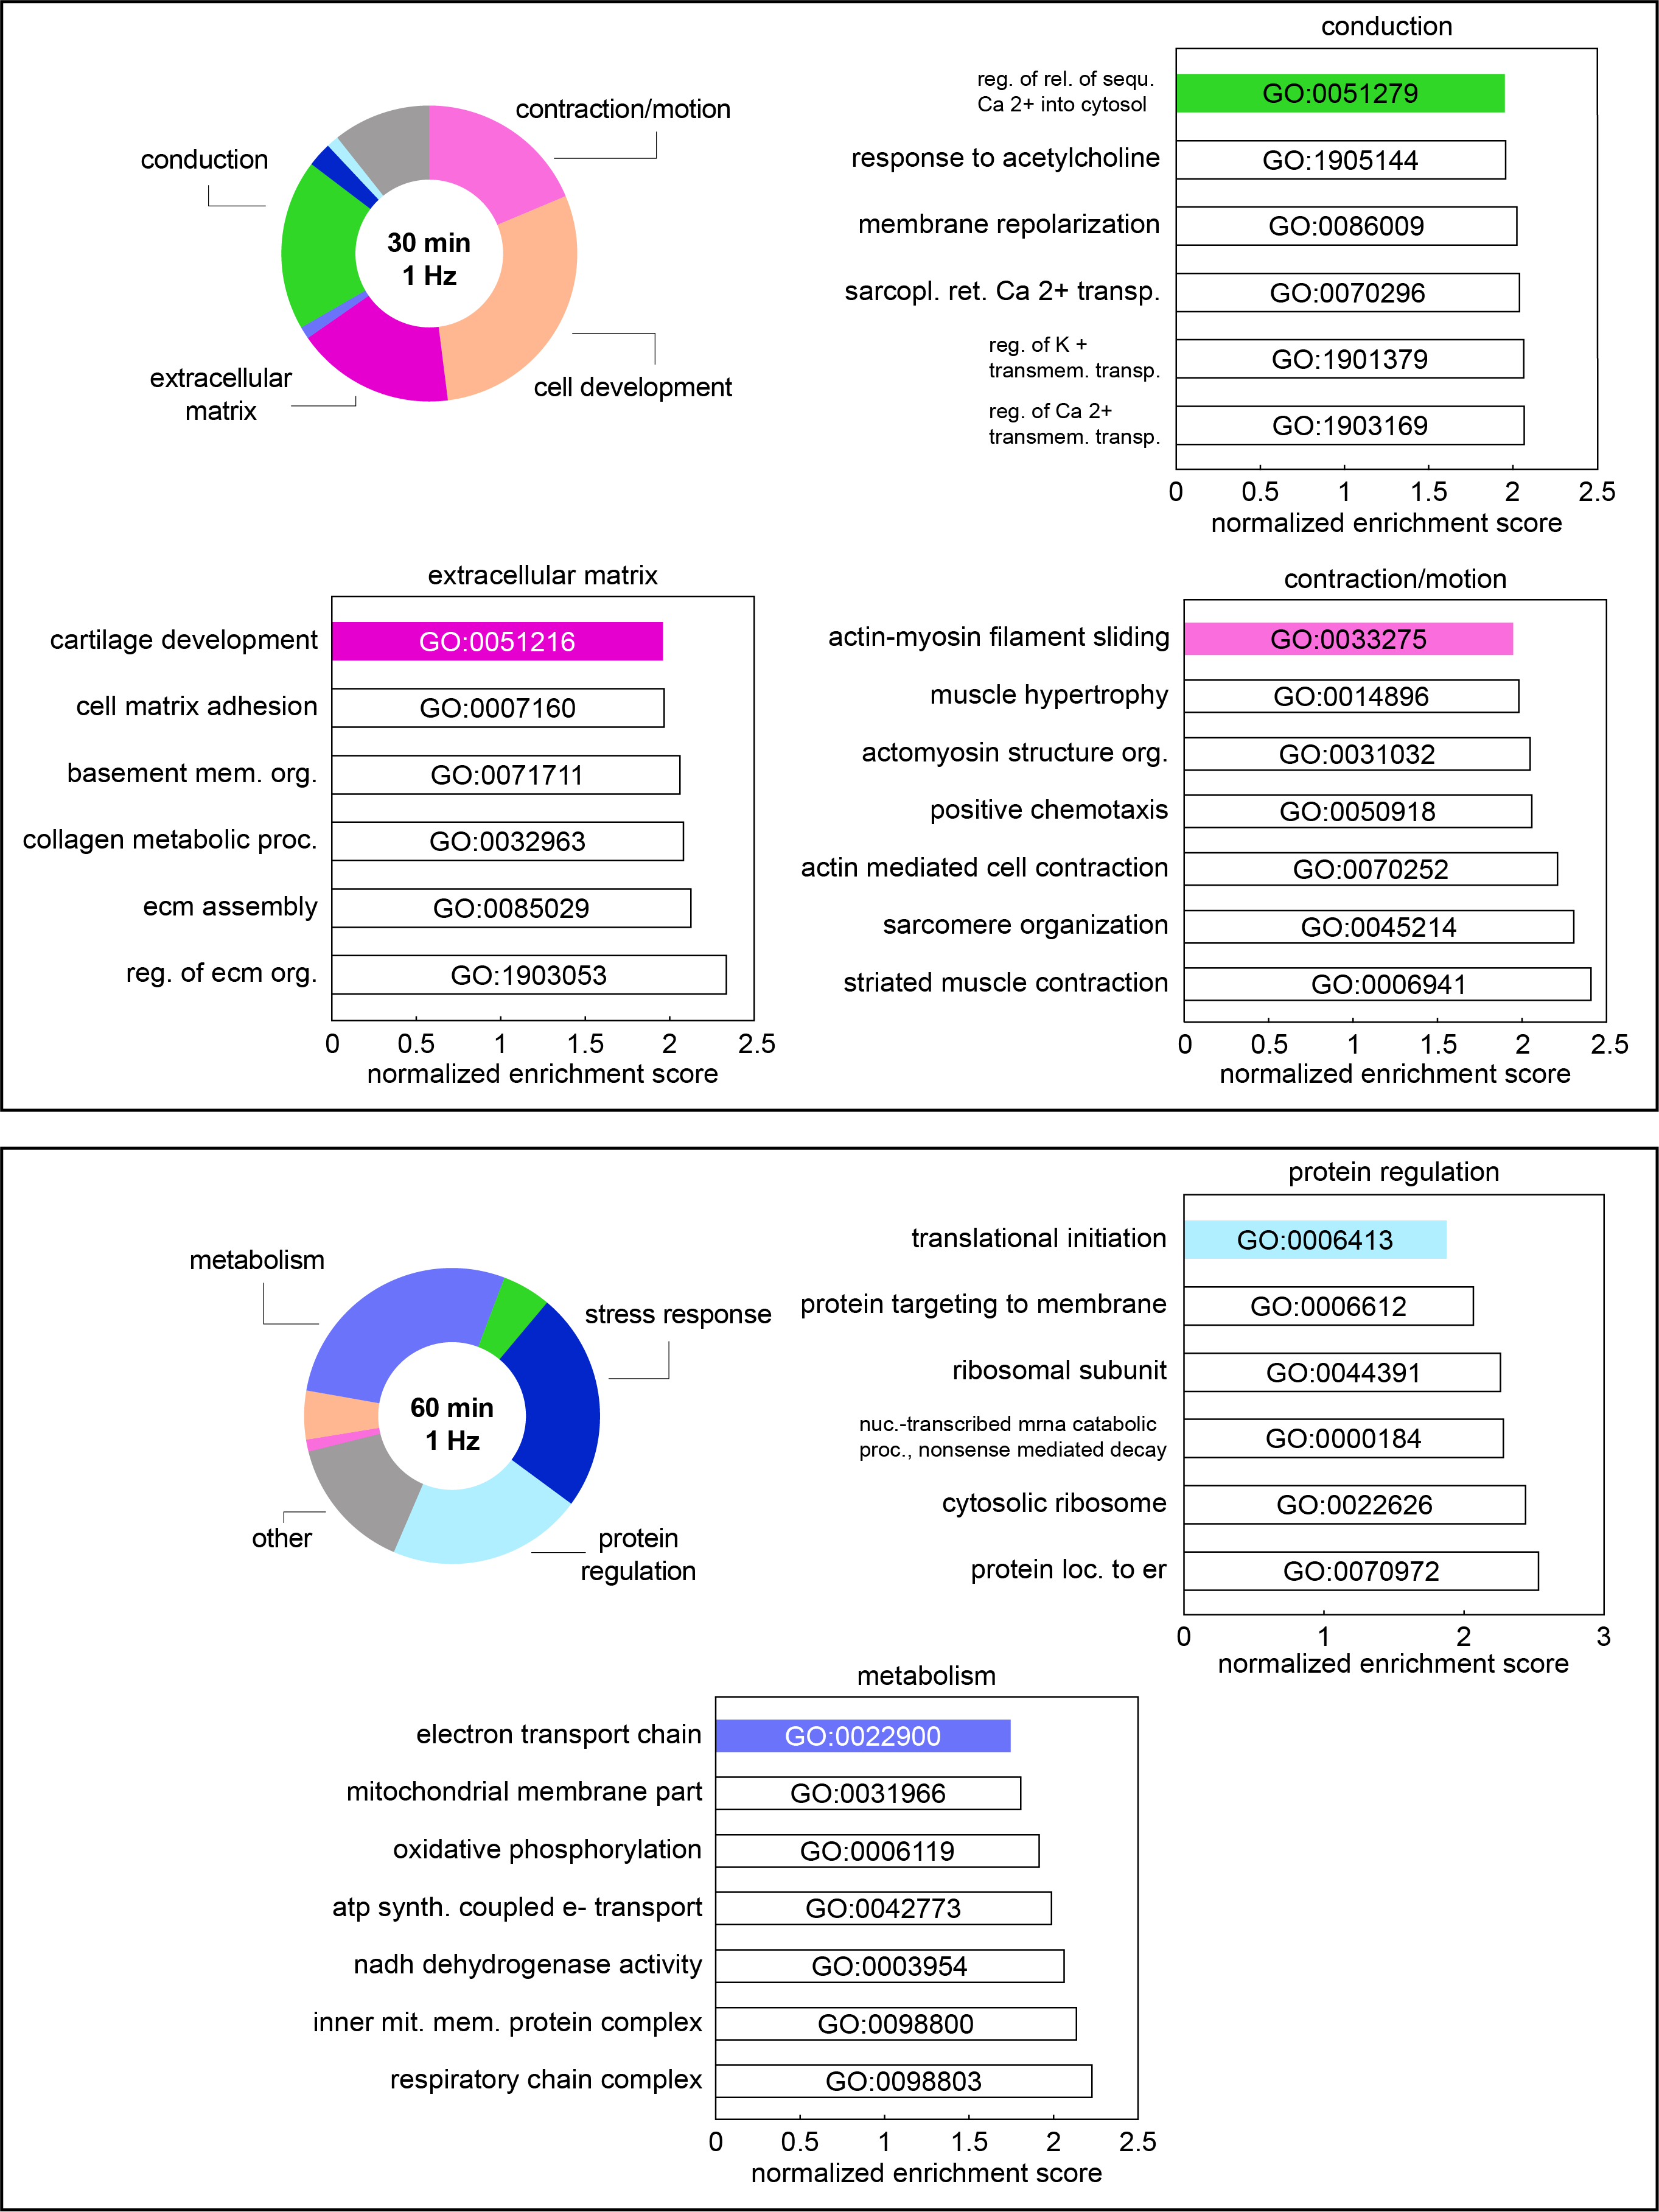

Figure S6: Extended 1 Hz GO term plots from Figure 3.

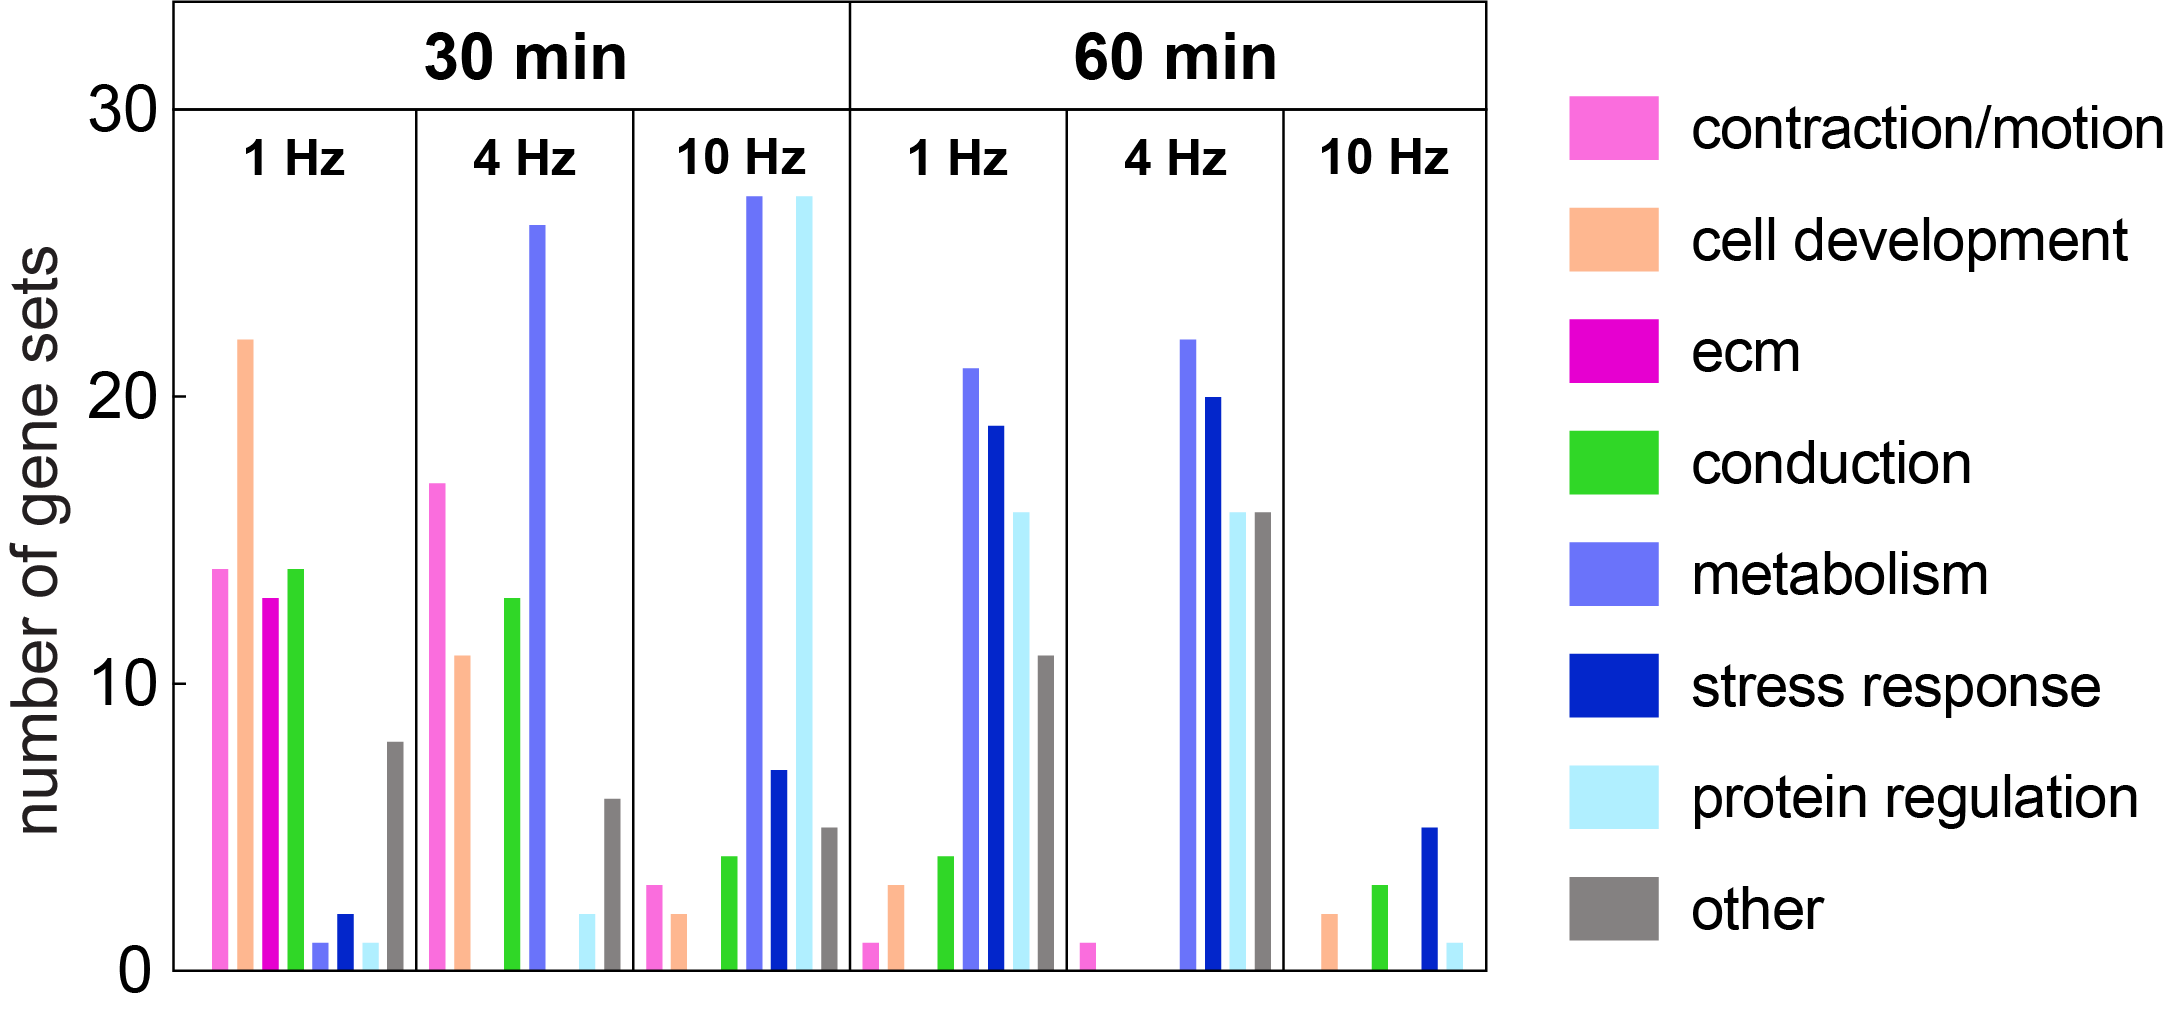

Figure S7: GO term frequency comparison across experiments.

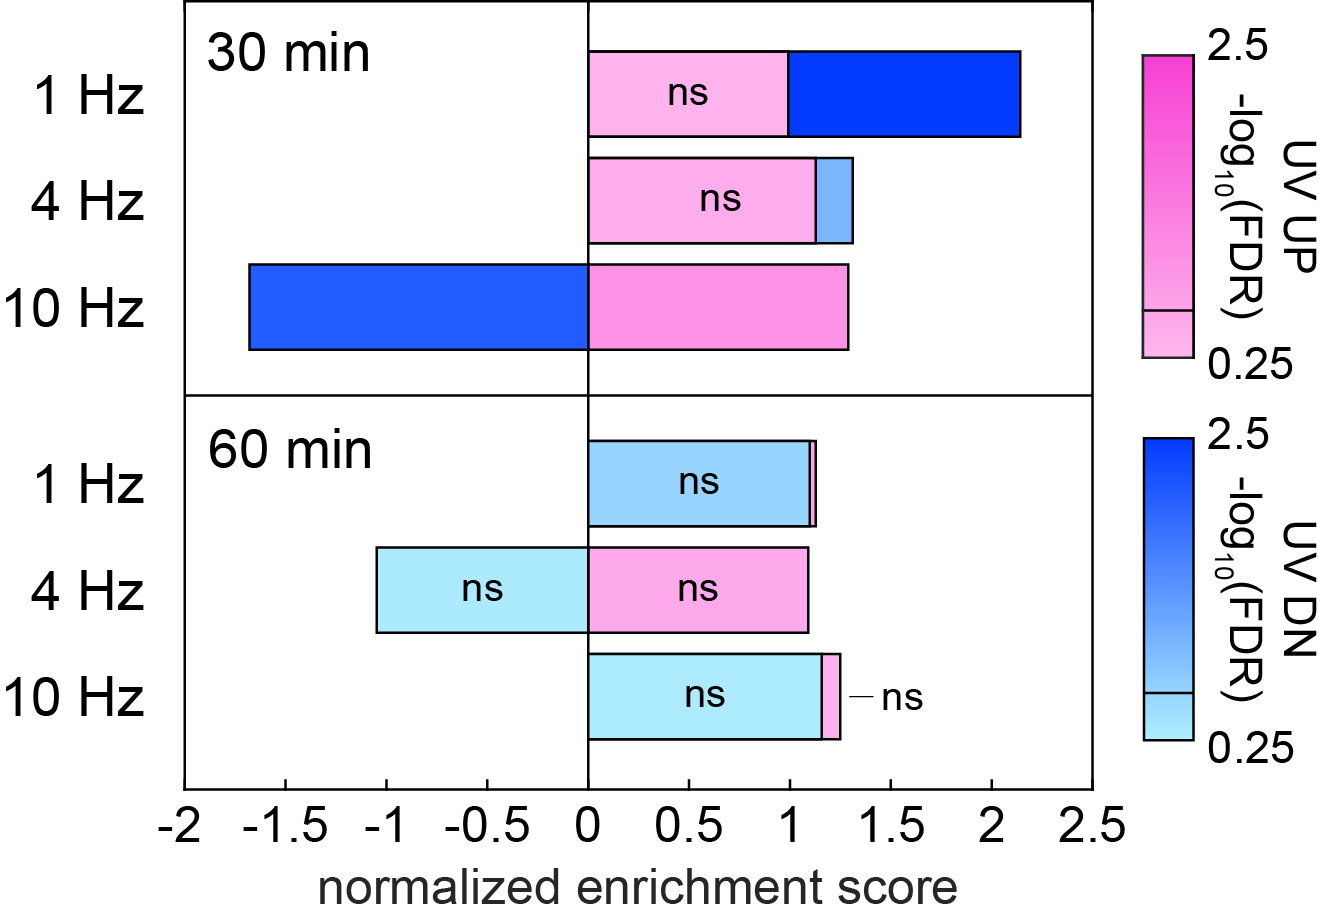

Figure S8: UV response up (UV UP) and UV response down (UV DN) Hallmark gene set cross-comparison. Normalized enrichment score obtained by comparing GSEA output of grouped experimental and control conditions. Conditions marked with “ns” have -log_10_(FDR) < 0.25, thus are considered not statistically significant.

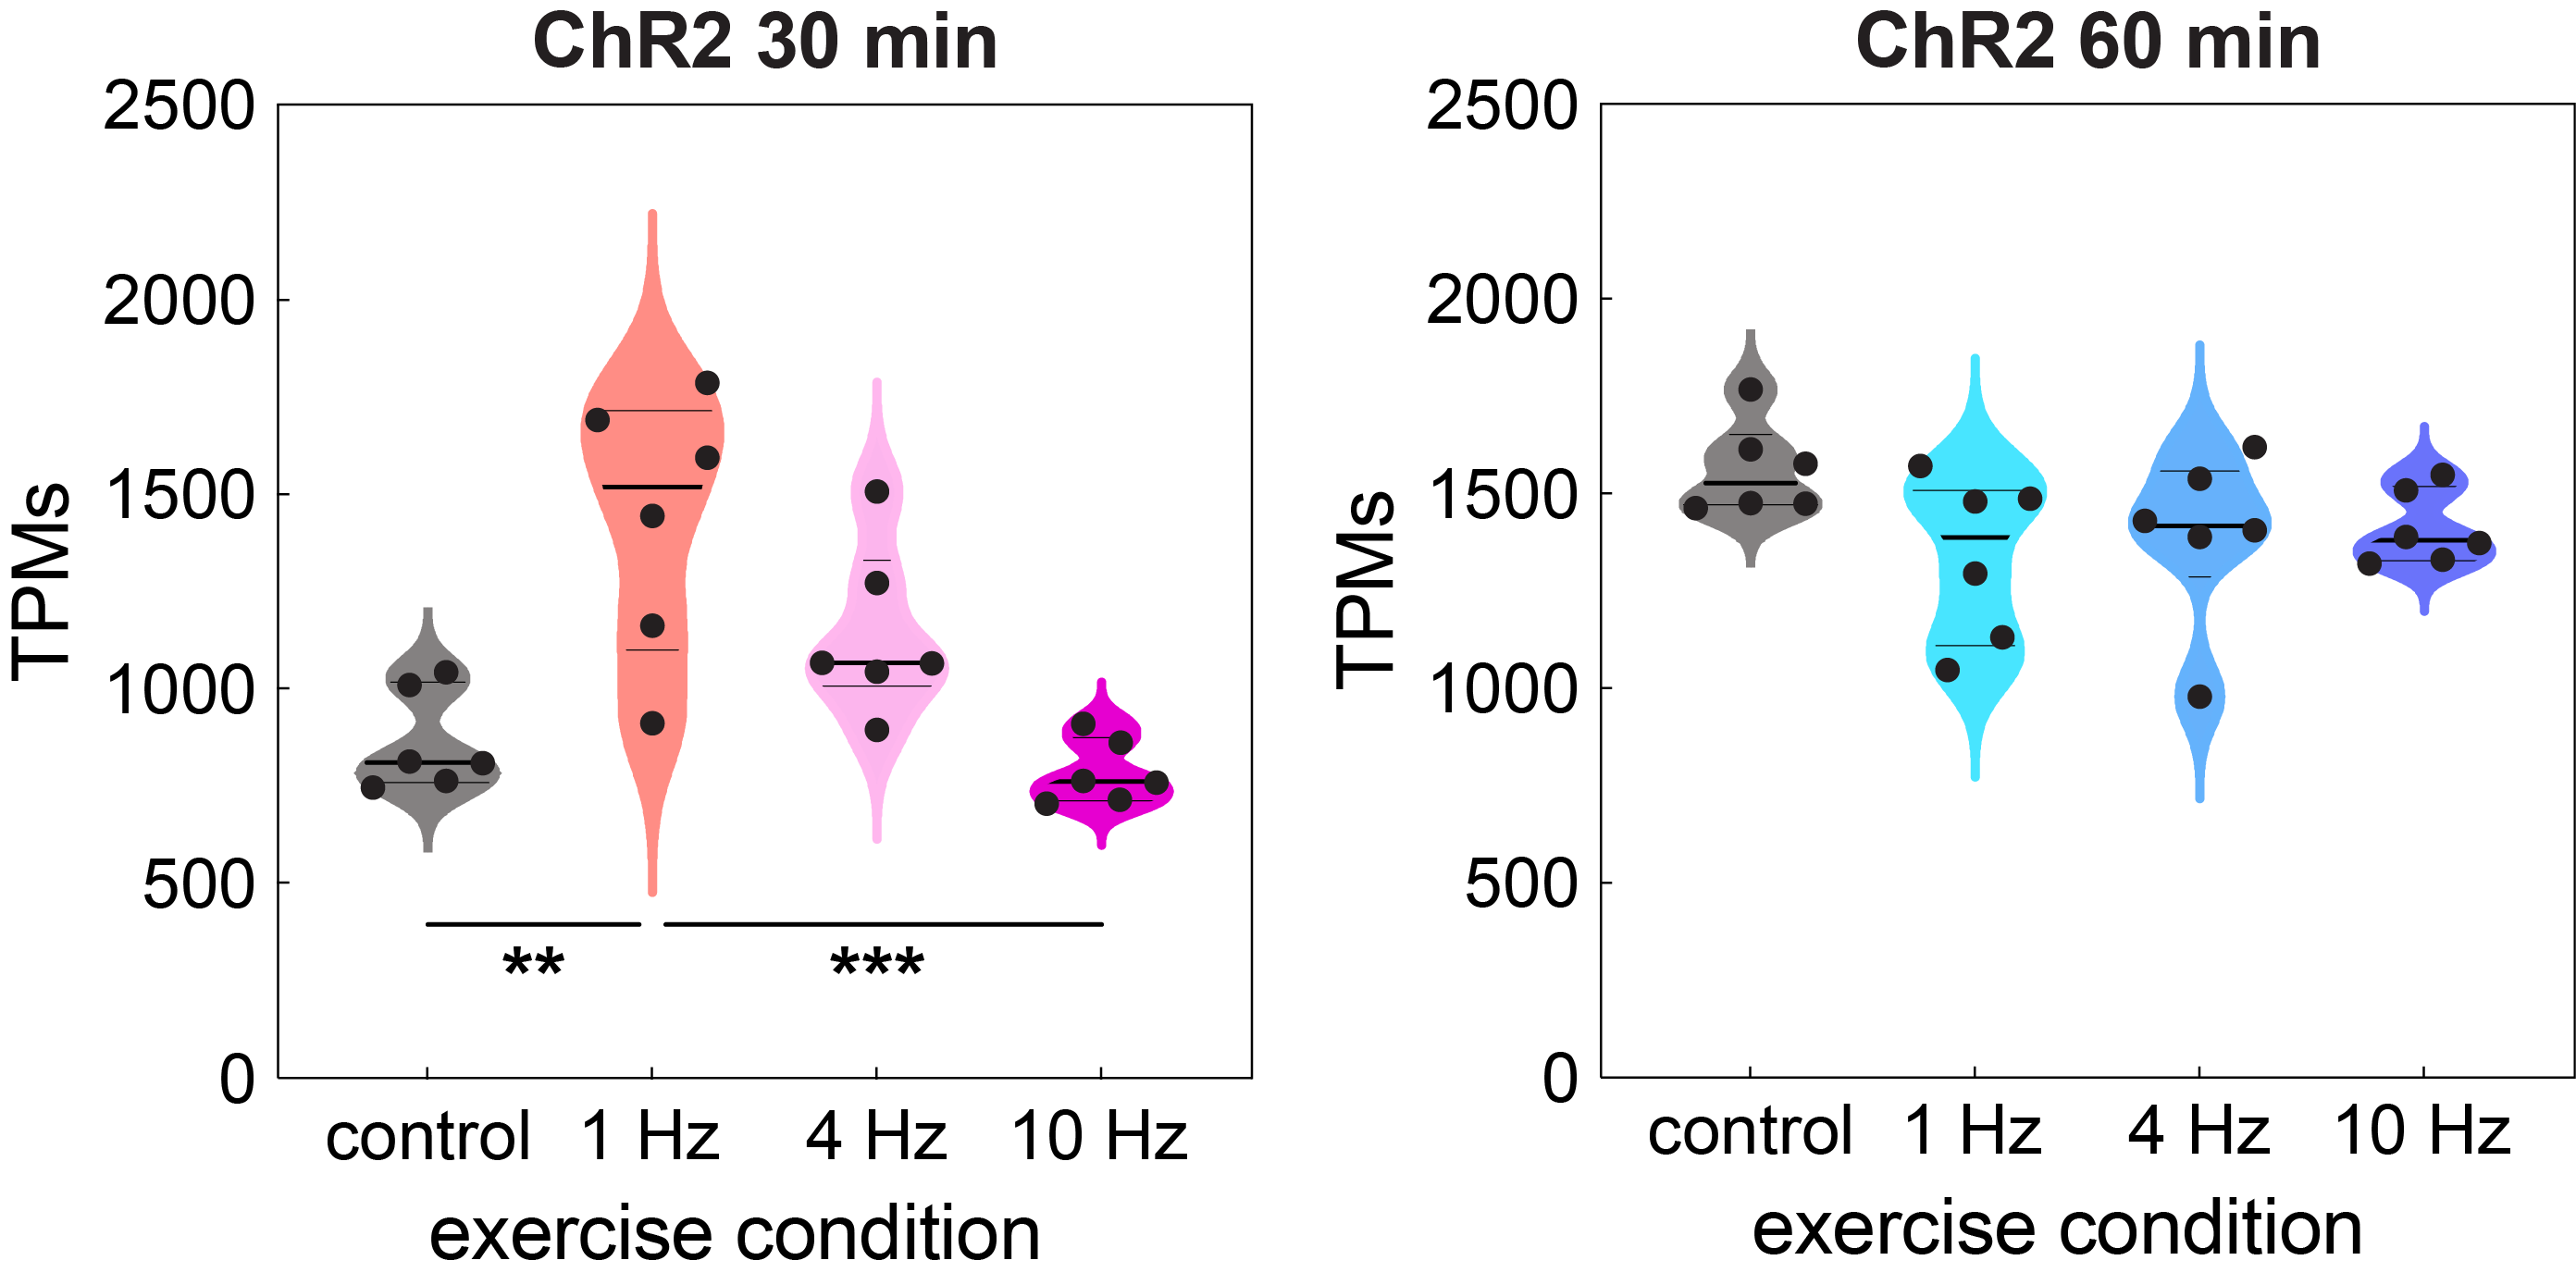

Figure S9: ChR2(H134R) gene expression in all conditions, quantified in transcripts per million (TPMs).

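TPM divides the reads of a gene by its length and by the total of the library, so that the values of a library add up to 1000000. In the values used here, 0 of the 56941 listed genes carry the name of ChR2, tdTomato, or WPRE. The expression of the channel was not analysed here.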

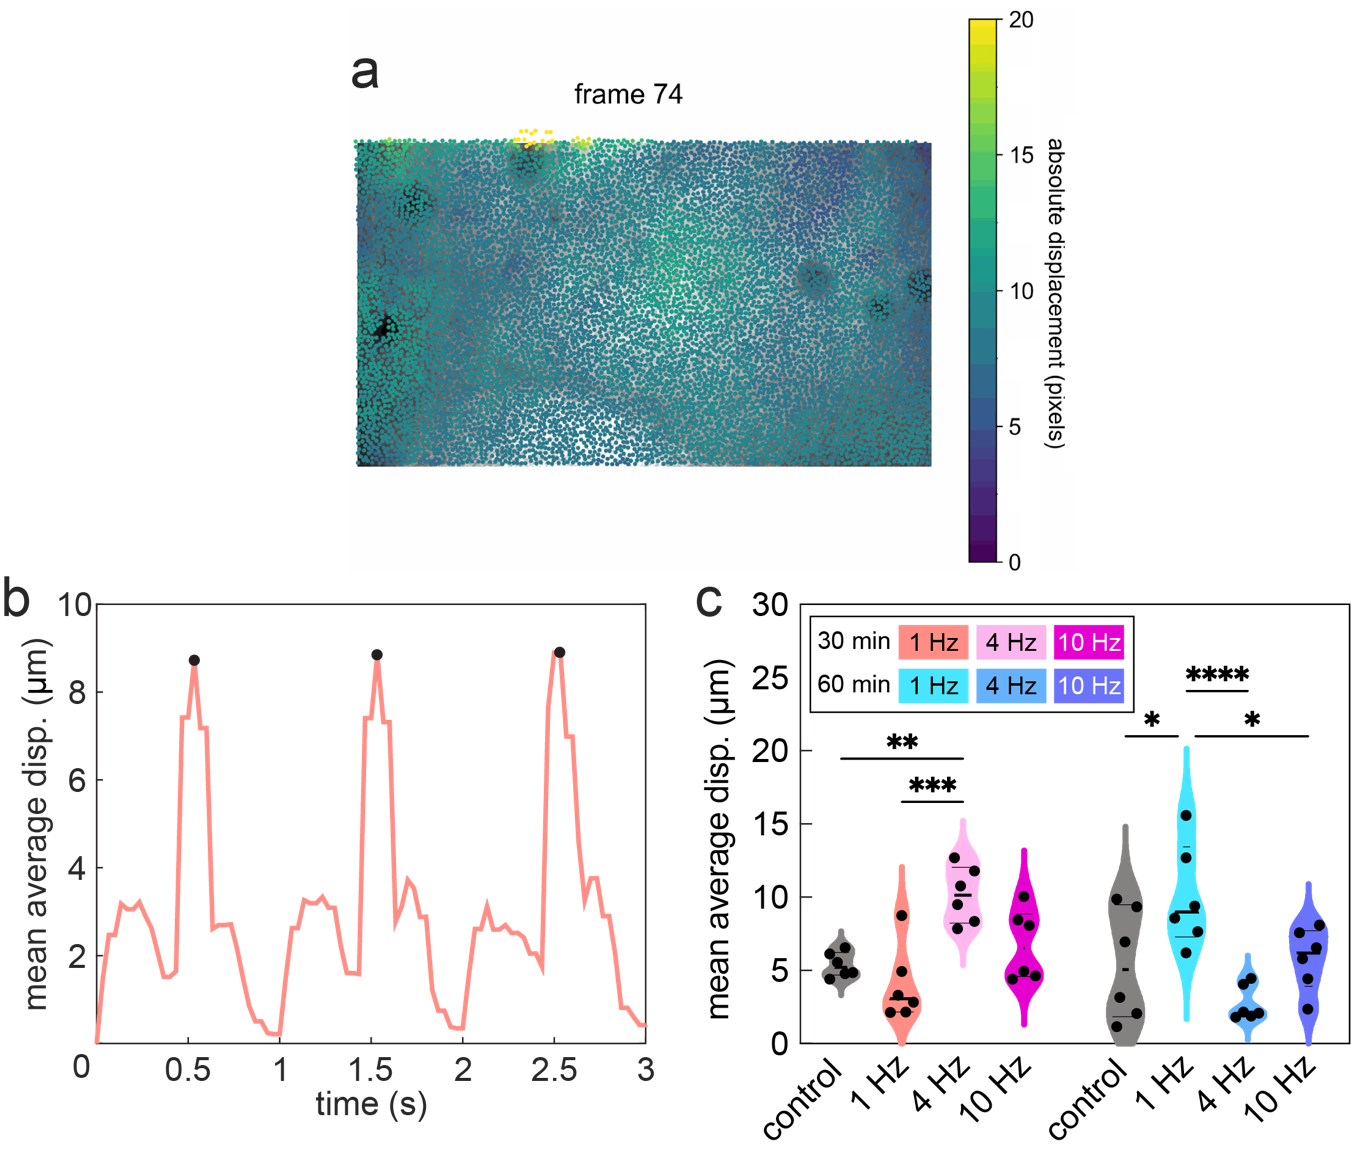

Figure S10: Twitch displacement comparison across experimental conditions on Differentiation Media (DM) Day 10. Contraction was triggered using electrical stimulation (10 V, 5 ms pulse width, 1 Hz). Data for a) and b) are taken from a biological replicate in the 1 Hz 30 min exercise training group. a) Frames from video recordings of muscle twitch are analyzed using strain tracking software (See Ref. 35). b) Mean average displacement values for recorded tissue area. Black dots at each peak are averaged to represent maximum displacements for each twitch cycle, then compiled with averages from other replicates to plot experimental condition displacements shown in c). All conditions were confirmed to be contractile on Day 10.

| **gene name** | **fiber type** | **description** |
| --- | --- | --- |
| Myh3 | embryonic |  |
| Myh8 | neonatal |  |
| Myh7 | type 1 | slow |
| Myh2 | type 2A | fast, oxidative |
| Myh1 | type 2X | fast, glycolytic |
| Myh4 | type 2B | fast, glycolytic |

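In the 60-min experiment, the share of each of the 6 myosin heavy chain genes in their summed TPM was compared with the controls by a two-sided exact permutation test of 6 libraries against 6, with Benjamini-Hochberg adjustment over 18 tests. In the controls Myh1 held 28.1% ± 1.74 (SD, n = 6), Myh7 24.0% ± 1.95, Myh8 16.9% ± 0.645, Myh3 14.3% ± 1.48, Myh4 12.8% ± 0.378, and Myh2 3.82% ± 0.415. At 10 Hz Myh3 rose by 5.72 percentage points to 20.1%, while the share of Myh1 fell by 4.97 and that of Myh2 fell by 1.81. Each of these had the smallest p the design allows (exact permutation p = 0.0022, adjusted 0.0097). At 4 Hz Myh1 fell by 3.02 (adjusted exact permutation p 0.016), Myh2 fell by 1.73 (adjusted 0.0097), and Myh8 rose by 2.05 (adjusted 0.019). At 1 Hz Myh1 fell by 3.96 (adjusted exact permutation p 0.022). Without control replicates 1, 2, 3, or 4 that adjusted p was 0.056, 0.056, 0.061, and 0.056, and with shares of estimated counts it was 0.15. With those shares Myh8 also passed as higher at 1 Hz, by 1.89, and at 10 Hz, by 1.62 (adjusted exact permutation p 0.0056 for each), where by TPM it rose by 1.07 and 1.24 (adjusted exact permutation p 0.19 for each). By TPM it passed at 1 Hz without 1 Hz replicate 6 (adjusted exact permutation p 0.048). The share of Myh7 rose by 3.82 at 1 Hz and 3.54 at 4 Hz without passing (adjusted exact permutation p 0.058 and 0.054). At each frequency it passed in 2 of the fits with a library left out (lowest adjusted exact permutation p 0.024 and 0.016). With shares of estimated counts its rises were 0.82 and 1.57 (adjusted exact permutation p 0.50 and 0.15). A share shows unequal change among the 6 genes and not that any of them stayed the same.

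**Figure D8:**
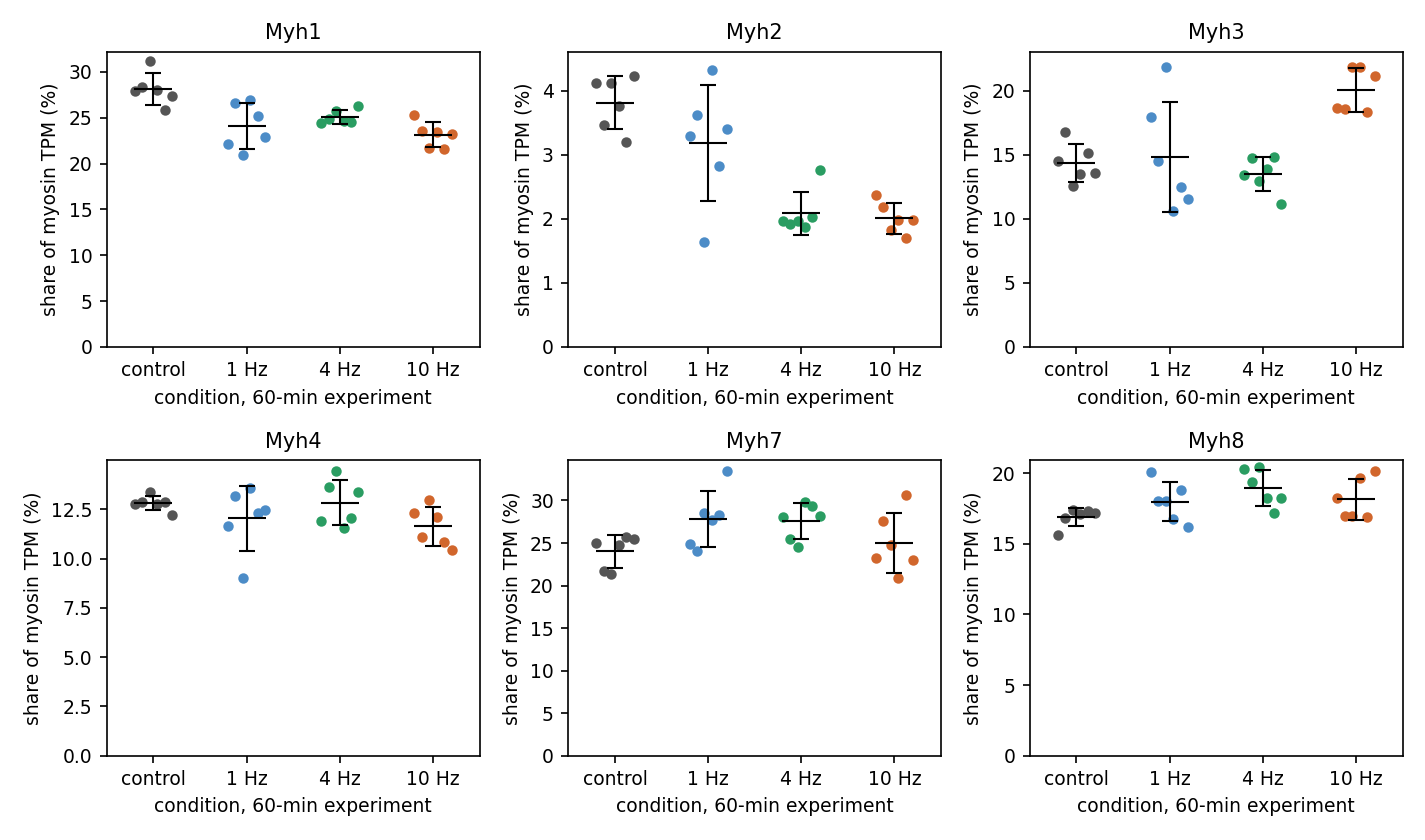
Share of each myosin heavy chain gene in the summed TPM of the 6 genes, in percent, in each library of the 60-min experiment by condition, 1 point per library, with the mean as a line and the SD as an error bar (n = 6). At 10 Hz the share of Myh3 lies between 18.3% and 21.9%, above the highest control at 16.8%.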

Table S1: Descriptions of myosin heavy chain genes (Myh) and their associated fiber types.

**References**

1. Johnson A. error_ellipse. Published online July 23, 2015. Accessed September 13, 2025. https://www.mathworks.com/matlabcentral/fileexchange/4705-error_ellipse

How the deposited data were processed for this re-analysis (not part of the article)

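RNA of C2C12 muscle tissues was sequenced by the authors in the 60-min experiment, with 6 libraries each of the unstimulated control and of 1, 4, and 10 Hz. The authors mapped the reads with the nf-core/rnaseq pipeline and the Ensembl annotation of GRCm39, and the estimated count of each gene was deposited as salmon gave it, summed over transcripts and not normalized. The TPM of each gene was deposited as the authors' pipeline gave it, divided by the length of the transcripts and scaled so that each library adds up to 1000000. Each library has its own values of both kinds, and genes without a count are listed, so no filter on low counts had been applied. The paper's methods also name BWA-MEM for mapping. Whether these values used it, and how counting used the strand of the reads, is not stated in the paper's text or in the labels of the samples and values. In these values, 6.15% of the estimated counts are not whole numbers (off by more than 0.001), and the count values of each of the 24 libraries lie closest to the TPM values of the same library. GENCODE M39 gave gene positions, lengths, and GC content, and 98.9% of the gene identifiers were found in it.

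The depth per library ran from 8052369 to 18159144 estimated counts. At that depth and with 6 libraries per condition, the biological coefficient of variation in edgeR was 14.8%, which limits the smallest change that can be told from 0. The method was tested on simulated data with 6 control libraries against 6 libraries at 1 Hz. There, edgeR recovered 92.9% of 197 changed genes with 4 false calls, and DESeq2 recovered 92.0% of 200 with 6 false calls. Limma on log2(TPM + 1) recovered 95.7% of 184 with 4 false calls. In simulated 10 Hz libraries without any change, edgeR called 0 genes. Of 16 lists in the simulated data, camera called the 1 that was shifted and 0 others. Genes were drawn independently there, while members of the real lists move together. At 1 Hz the estimated correlation was 0.83 for oxidative phosphorylation and 0.87 for ribosomal proteins. The simulation therefore does not show how often camera at the preset correlation calls unchanged lists of such genes.

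The main comparisons used edgeR 4.0.16 in R 4.3.3. Estimated counts were rounded to whole numbers, genes were kept by filterByExpr (minimum count 10, minimum total 15), and library sizes were scaled by TMM. A quasi-likelihood F test with robust dispersions was run in 1 fit with a mean for each condition. Genes were counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2(fold change) over 0.5. The same fit compared the frequencies with each other. Principal components and hierarchical clustering used log2 CPM (prior count 2) of the 500 most variable genes, and conditions were compared on the first component by an exact permutation test. Shares of the myosin heavy chain genes in their summed TPM were compared in the same way.

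Lists of genes were tested with camera in limma 3.58.1 at a preset correlation of 0.01, each with at least 5 tested genes. They cover the sarcomere and myotube, oxidative phosphorylation, cytosolic ribosomal proteins, glycolysis, hypoxia, the interferon, antioxidant, unfolded protein, and acute phase responses, p53 targets, the extracellular matrix, fatty acid oxidation, fat cell differentiation, the cell cycle, and genes induced or repressed by muscle activity. Mouse Reactome pathways as carried by fgsea 1.28.0 were tested in the same way. The Hallmark and GO collections were not used here.

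The genes named follow a rule, apart from Fbxo32, Klf15, and Bnip3, which are named only as members of lists. It takes every gene of Figure 2e,f. It takes the gene with the smallest p in each direction at each frequency. It takes up to 3 genes per direction with the largest fold change among changed genes with an average log2 CPM of at least 1, with every library of the frequency outside the range of the controls. From each list past the threshold it takes the 2 members with the smallest p in the direction of the list. Figure 2e,f had been seen when the rule was written.

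The tests, the thresholds, the 16 lists, the rule for named genes, and the alternatives were chosen before the data were examined. The alternatives for the counts of changed genes, Myh2, the muscle genes, and the lists were size factors of DESeq2 (RLE) or upper-quartile factors in place of TMM, no filter, a strict filter (50 counts in 6 libraries), only the 2 groups compared in the fit, the replicate number as a block, limma-trend on log2(TPM + 1) and on log2(TPM + 0.1) for genes at 1 TPM or more in 6 libraries, and leaving out each library in turn. The counts of changed genes, Myh2, and the muscle genes were also tested with DESeq2 1.42.0 by its Wald test, with and without apeglm 1.24.0. TPM was used without TMM or other scaling between libraries. The threshold on fold change was left out for the counts, and the muscle genes were also adjusted over their own list. Lists were also tested by camera with an estimated correlation, by fry, and by preranked enrichment with fgsea (10000 permutations of genes), which was ranked by the sign of the change times the negative log10 of p. Clustering was repeated with all tested genes, the 2000 most variable genes, log2(TPM + 1), Ward linkage, and the mean of each replicate number removed.

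Lists of clock genes, FoxO targets, NF-kappaB targets, and serum response genes were added after the results were seen. The 30-min experiment and the expression of the ChR2 transgene were not analysed here. Among the 12 genes of Figure 2e,f, Mstn was left out of the main test by the filter on low counts.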

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

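The tests of chance among groups of libraries, of depth and swapped labels for 4 Hz replicate 6, of swapped labels for 1 Hz replicate 5, and of light pulses, harvest hour, blue light, NF-kappaB targets, and FoxO targets were chosen after the results they concern had been seen. All values are from the 60-min experiment.

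A library was taken as lying far from the others when its gap to the nearest library of its condition was over 0.625 of the range of the 6 libraries, which is Dixon's 95% limit. Chance passes that limit in about 1 group in 20. Of the 304 groups of 6 libraries tested, 14 passed, or 4.6%, with 3 in the controls, 3 at 1 Hz, 5 at 4 Hz, and 3 at 10 Hz. That share is no higher than chance gives, so chance may account for them. No biological explanation was tested for a single library, since the design gives none within a condition.

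Some of these libraries stood out in related values. At 4 Hz, replicate 6 was high for Myh2 (56.0 CPM, the others from 40.4 to 43.2), for the share of Myh2 among the myosin genes (2.76%, the others from 1.87% to 2.03%), and for Myot (77.8 CPM, the others from 56.7 to 63.2). Its total count of 13400006 was the highest at 4 Hz, against lower depth as the cause. On the first principal component the highest control lay at -4.51, outside the 8.44 to 20.2 of the other 4 Hz libraries, against a swap of labels with a control. A single wrong label was not tested. At 1 Hz, replicate 5 was low for the unfolded protein response list (0.083 above the control mean, the others from 0.31 to 0.43), and it clustered with the controls. The highest control or 10 Hz library on the first component lay at -0.495, outside the 7.76 to 16.4 of the other 1 Hz libraries. That argues against a swap within the experiment, while a single wrong label or a smaller response of that tissue stays open. Without this library the count of changed genes at 1 Hz rose to 2436.

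Other single libraries were control replicate 1 for the share of Myh8 (15.7%, the others from 16.8% to 17.4%) and for the oxidative phosphorylation list (0.20, the others from -0.08 to 0.0055), and control replicate 6 for Fbxo40 (103 CPM, the others from 79.1 to 84.9). At 1 Hz they were replicate 3 for Gm17501 (7.30 CPM, the others from 3.48 to 4.48) and replicate 1 for Cdc20 (6.47 CPM, the others from 4.23 to 4.88). At 4 Hz replicate 3 was apart for 9130008F23Rik (5.15 CPM, the others from 3.31 to 3.99) and replicate 4 for Trim63 (72.9 CPM, the others from 59.4 to 62.0). At 10 Hz it was replicate 4 for Myog (438.2 CPM, the others from 481.9 to 507.2), replicate 3 for Myh4 (268.3 CPM, the others from 161.4 to 198.7), and replicate 2 for Chrnd (212.8 CPM, the others from 233.6 to 244.8). With 4.6% of the groups so affected, chance is a candidate explanation for each.

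Lists of genes that the paper does not discuss moved against the controls. Genes induced by muscle activity had a median log2(fold change) of 0.61 at 1 Hz (camera, adjusted p 0.0023, with 18 of 22 genes higher and 5 of 6 libraries above the control mean) and 0.56 at 4 Hz (adjusted p 0.0042, with 18 genes higher and 6 of 6 libraries). These medians were 0.32 and 0.26 on log2(TPM + 1). The median at 10 Hz was 0.09 (adjusted p 0.48), and it was -0.01 without control replicate 3 and -0.05 without 10 Hz replicate 3. Its leading genes at 1 Hz were Nr4a1 (log2(fold change) 1.48, adjusted p 6.5e-05) and Ccn2 (log2(fold change) 1.25, adjusted p 4.9e-06), each above every control in 6 of 6 libraries, and Ccn2 overlaps a gene on the opposite strand. Genes repressed by activity had a median of -0.18 at 1 Hz (adjusted p 0.013, with 12 of 16 genes lower) and -0.072 at 10 Hz (adjusted p 0.0033, with 12 genes lower), with 0 of 6 libraries above the control mean at either. The median at 10 Hz was -0.12 and -0.047 without control replicates 3 and 6, and -0.037 and -0.14 without 10 Hz replicates 2 and 3. At 4 Hz their median was -0.084 (adjusted p 0.35), also with 0 of 6 libraries above it. Over the alternatives the adjusted p of these calls ran from 7.8e-05 to 0.60, and each was lost when camera estimated the correlation between genes. The repressed genes at 1 Hz also did not pass by preranked enrichment (adjusted p 0.099). Whether a list differed between frequencies was not tested. The lists were written from general knowledge of muscle, and Trim63 and Fbxo32 of the repressed genes are also FoxO targets.

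The acute phase list rose at 4 Hz by a median of 0.45 (camera, adjusted p 0.034, with 12 of 14 genes higher and 6 of 6 libraries above the control mean). The call was lost without control replicate 1 (adjusted p 0.057), control replicate 3 (adjusted p 0.054), or 4 Hz replicate 5 (adjusted p 0.056), and over the alternatives the adjusted p ran from 4.3e-05 by fry to 0.45. Its median on log2(TPM + 1) was 0.089. The cell cycle list fell at 4 Hz, with a median of -0.30 (adjusted p 0.028, with 27 of 32 genes lower and 0 of 6 libraries above the control mean). That call was lost without control replicate 2 (adjusted p 0.066), and over the alternatives the adjusted p ran from 2.5e-04 without a filter to 0.64. Cdc20 and Cenpe, the leading genes of the list, changed by -0.82 (adjusted p 4.2e-05) and -1.32 (adjusted p 2.8e-04) at 4 Hz, below every control in 6 of 6 libraries.

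At 1 Hz, genes outside those the paper discusses were named by a rule. Fhl2 had the smallest p of the genes higher, with a log2(fold change) of 1.29 (adjusted p 9.6e-11), from 35.3 ± 4.75 CPM (SD, n = 6) in the controls to 86.8 ± 8.50 CPM. The largest rises were in Il6 (log2(fold change) 2.11, edgeR adjusted p 1.1e-05), 9130008F23Rik (1.99, adjusted p 3.6e-06), and Ptx3 (1.81, adjusted p 9.1e-06). Il6 went from 2.80 ± 0.874 to 12.2 ± 3.78 CPM and Ptx3 from 1.37 ± 0.365 to 4.83 ± 1.64 CPM. 9130008F23Rik, at 0.713 ± 0.240 CPM in the controls, lost its call on log2(TPM + 1) (0.45, adjusted p 0.053), and over the alternatives its adjusted p ran up to 0.063. The largest falls were in Ngfr (-2.78, adjusted p 6.5e-08), Dnm3os (-2.76, adjusted p 1.2e-06), and E2f2 (-2.14, adjusted p 8.6e-07). E2f2 went from 45.9 ± 11.6 to 10.5 ± 4.69 CPM and Ngfr from 5.96 ± 1.69 to 0.901 ± 0.465 CPM. For each of these genes 6 of 6 libraries lay outside the controls.

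At 4 Hz the same rule named Klf7 for the smallest p of the genes higher (log2(fold change) 1.21, adjusted p 1.6e-11), from 34.9 ± 3.10 CPM (SD, n = 6) in the controls to 80.6 ± 5.94 CPM. It named Il6 (2.52, adjusted p 5.3e-07), 9130008F23Rik (2.40, adjusted p 1.0e-07), and Fosb (2.22, adjusted p 6.2e-04) for the largest rises, and Dnm3os (-3.50, adjusted p 1.0e-07), E2f2 (-2.94, adjusted p 1.4e-08), and Ngfr (-2.89, adjusted p 3.4e-08) for the largest falls. Fosb went from 5.88 ± 3.27 to 27.9 ± 8.80 CPM. Dnm3os went from 4.02 ± 1.31 CPM to 0.342 ± 0.266 CPM, with 0 to 8 counts per library at 4 Hz, so the size of its fall depends on few counts. All 6 libraries lay outside the controls for each gene, and no single library left out of the comparison removed a call. Fhl2, Il6, Ptx3, Dnm3os, and Klf7 overlap a gene on the opposite strand, and how the strand entered the counts is not stated.

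Of the 5 genes past the threshold at 10 Hz, 4 are outside those the paper discusses. They are Fhl2 (log2(fold change) 0.57, adjusted p 0.0034), Gm17501 (0.94, adjusted p 0.038), Synpo2l (-0.50, adjusted p 0.0028), and Fbxo40 (-0.62, adjusted p 0.0028), with 6 of 6 libraries outside the controls for each. Fhl2 was at 52.6 ± 5.92 CPM at 10 Hz (SD, n = 6), Gm17501 at 3.47 ± 0.677 against 1.81 ± 0.229 CPM in the controls, Synpo2l at 155 ± 8.25 against 220.5 ± 13.9 CPM, and Fbxo40 at 55.4 ± 2.75 against 84.9 ± 9.15 CPM. On log2(TPM + 1) the adjusted p of these genes was 0.18, 0.18, 0.18, and 0.22 in that order. Over the alternatives the lowest were 2.7e-06, 0.0050, 3.4e-08, and 1.3e-07, by DESeq2, and the highest 0.18 for the first 3 genes and 0.23 for Fbxo40. Gm17501 lost its call without control replicates 1, 2, 3, 4, or 6 (adjusted p 0.14, 0.078, 0.065, 0.082, and 0.13) or 10 Hz replicates 1, 3, 4, 5, or 6 (adjusted p 0.14, 0.053, 0.096, 0.12, and 0.10). For Synpo2l the adjusted p stayed between 0.0055 and 0.014 without a library, but its log2(fold change) ran from -0.52 to -0.47. It thus missed the fold threshold of 0.5 in some of these fits. Over the alternatives its log2(fold change) ran from -0.53 to -0.49.

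Several technical explanations of the changed genes were tested. Chance assignment of the libraries is unlikely at each frequency, since 1 of 100 splits of the 12 libraries, the real one, gave as many genes at 1, at 4, and at 10 Hz. Of 462 possible splits 100 were drawn, so no lower share could be reached. Such splits cannot exclude a difference in plate or handling that goes with the condition. The highest counts of the other splits were 1441, 1578, and 0. A trend with transcript length or GC content is not the whole of it, since 76.8% of the genes called at 4 Hz and 81.5% at 1 Hz were still called once the trend was removed. At 10 Hz 14 genes were called after it, among them all 5. Lower depth or a larger spread does not account for the few genes at 10 Hz. The median SD of log2 CPM between libraries was 0.18 there, against 0.24 at 1 Hz and 0.20 at 4 Hz, and total counts overlapped. Ribodepletion of some libraries would part the shares of RNAs without a poly(A) tail. The largest step between neighbouring libraries was 1.38-fold, over a range of 3.10-fold, with no gap several-fold wide.

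Light itself was weighed against contraction, which the design does not separate from it, as no illuminated tissue without the channel was analysed here. A response that grows with the number of light pulses would change the most genes at 10 Hz, where 5 changed. The paper's text gives no width of the light pulses in the exercise sessions, so the light dose at each frequency is not known. If the dose was highest at 10 Hz, a broad stress response to blue light would raise p53 targets most there. Their median at 10 Hz was -0.027. It was 0.0081 without control replicate 1 and 0.0065 without 10 Hz replicate 6, still below the 0.29 and 0.38 at 1 and 4 Hz. It was -0.059 on log2(TPM + 1), below the 0.074 and 0.038 at 1 and 4 Hz on that scale. Another hour of harvest, or another time after fresh medium, cannot be told apart from the stimulation at 1 and 4 Hz, since no times are given. Its test was open as well, as output genes of the clock rose at 4 Hz (median 0.63, camera, adjusted p 6.4e-05, with 9 of 10 genes higher) while the positive arm, with a median of -0.30, did not pass (adjusted p 0.52).

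Single genes were also set against their pathways. NF-kappaB signalling cannot be told apart from other causes of the higher Il6 and Ptx3. Without these genes the list of its targets had a median of 0.26 at 4 Hz (camera, adjusted p 0.38, with 11 of 17 genes higher), too few and too mixed to decide. For Fbxo40 at 10 Hz, FoxO signalling cannot be told apart either, since 12 FoxO targets were higher and 9 lower (median 0.0097, adjusted p 0.52). The falls in Ngfr and E2f2 and the rise in activity-induced genes may be responses to contraction. This is a hypothesis found in the same data, and the hour of harvest (adjusted p 0.52) stays open beside it.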

How the results depend on the processing

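No test in this part was chosen after its result was seen. For the results that answer a comparison, 272 of the values recomputed under an alternative kept their direction and their side of the threshold, or moved by less than the limit for a value without a test. Of the others 31 moved further, 22 reversed, 13 lost their call, and 7 gained one. With a single library left out, the numbers were 468, 28, 9, 8, and 3. For the named genes and the remaining lists, 1606 kept both, 71 reversed, 110 lost their call, and 33 gained one, and with a library left out 2227, 54, 79, and 16.

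The counts of changed genes at 1 and 4 Hz stayed within 1.5 times under every alternative but one. They ran from 1541 to 2184 and from 2599 to 3873 over the filters, factors, fits, units, and tools. With no threshold on fold change they rose to 4962 and 6842, as that alternative's construction gives. Of the 1988 genes at 1 Hz, 1934 were also called with RLE factors, 1874 with DESeq2's Wald test, 1490 with apeglm, and 1057 on log2(TPM + 1). Of the 3344 at 4 Hz these numbers were 3181, 3083, 2746, and 1766. Leaving out a library gave 1651 to 2436 genes at 1 Hz and 3017 to 3645 at 4 Hz.

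The count at 10 Hz moved from 5 to 23 with the fit of 2 groups, 22 with DESeq2's Wald test (1218 genes at an unadjusted p under 0.05), and 13 with apeglm. With limma-trend on log2(TPM + 1) and log2(TPM + 0.1) it was 0, with 662 and 629 genes at an unadjusted p under 0.05. All 5 genes were among those called by the fit of 2 groups and by the Wald test, and 4 of them by apeglm. Without a library it ran from 2 to 5. It was 2 without control replicates 1 or 6 or 10 Hz replicates 4 or 5, and 3 without control replicates 2 or 4 or 10 Hz replicates 1, 3, or 6. Myh2 ranked 9 without a filter, where more genes were tested, 1 with the fit of 2 groups and on both TPM scales, and from 3 to 5 without a library (5 without control replicate 3). The muscle genes lower at 10 Hz, 1 in edgeR, numbered 0 without a filter and on both TPM scales, and 2 with the fit of 2 groups, DESeq2's Wald test, and apeglm. They numbered 4 when adjusted over the list alone, by its construction. Without control replicate 5 they numbered 1, and without any other control or 10 Hz library 0. The cause of the other changes was not tested.

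With the replicate number as a replicate block, 1904 genes changed at 1 Hz, 3284 at 4 Hz, and 3 at 10 Hz, and 0 of the muscle genes were lower at 10 Hz. Myh2 at 10 Hz still ranked 3 but did not pass (log2(fold change) -1.06, adjusted p 0.10, of a range from 3.0e-05 to 0.16 over the alternatives). Between 4 and 1 Hz 1 gene differed, lower, where edgeR without the block gave 0 (1465 at an unadjusted p under 0.05) and DESeq2 1. The cause was not tested. Whether the numbers pair the libraries was checked on the residuals of each library. Between conditions, libraries with the same number had a mean correlation of -0.0215 over 36 pairs, with 3 above 0.1, and libraries with different numbers 0.00457 over 180, with 44 above 0.1. The numbers were therefore not used as pairs.

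Of the lists, camera with an estimated correlation between genes passed 0 at each frequency, with 3, 2, and 1 at an unadjusted p under 0.05. Preranked enrichment passed 6, 8, and 5 and fry 9, 12, and 1. Camera with an estimated correlation also passed 0 Reactome pathways at each frequency, with 13, 31, and 10 at an unadjusted p under 0.05, where fry passed 210, 388, and 0. Both settings leave the medians as they are by construction. Every list that had passed lost its call by the estimated correlation. At a claim these were oxidative phosphorylation (0.29 and 0.44 at 1 and 4 Hz), ribosomal proteins (0.41, 0.59, and 0.064 at 1, 4, and 10 Hz), interferon response (0.21 at 1 Hz), hypoxia (0.23 at 4 Hz), glycolysis (0.28 at 4 Hz), unfolded protein response (0.35, 0.38, and 0.064 at 1, 4, and 10 Hz), p53 targets (0.29 and 0.38 at 1 and 4 Hz), and sarcomere and myotube (0.23 and -0.15 at 4 and 10 Hz). Fry lost oxidative phosphorylation at 1 Hz (0.29), sarcomere and myotube at 4 and 10 Hz (0.23 and -0.15), and, at 10 Hz, ribosomal proteins (0.064), unfolded protein response (0.064), extracellular matrix (0.12), fatty acid oxidation (-0.059), and cell cycle (0.071). At 1 Hz it gained hypoxia (0.16), the acute phase response (0.21), and fat cell differentiation (0.12), with adjusted p 0.025, 0.039, and 0.0033, the lowest of ranges that reach 0.64, 0.71, and 0.55. At 4 Hz it gained the interferon list (0.23), fatty acid oxidation (0.20), and fat cell differentiation (0.19), with adjusted p 2.2e-05, 0.046, and 3.9e-04, the lowest of ranges that reach 0.45, 0.88, and 0.55. Preranked enrichment lost the activity-repressed genes at 1 Hz, glycolysis and the acute phase response at 4 Hz, and unfolded protein response and cell cycle at 10 Hz, and gained none. The interferon list at 4 Hz also passed without a filter (0.20) and with the strict filter (0.24), as did glycolysis at 1 Hz without a filter (0.12) and the acute phase response at 10 Hz with the strict filter (0.14). Cell cycle lost its call at 4 and 10 Hz with the strict filter and on both TPM scales, and unfolded protein response at 10 Hz on both TPM scales. Oxidative phosphorylation at 10 Hz passed as lower with the fit of 2 groups (-0.047), on log2(TPM + 1) (-0.062), and on log2(TPM + 0.1) (-0.063), of a range of adjusted p from 0.0055 to 0.92. Preranked scores pointed the other way for sarcomere and myotube (-0.65) and cell cycle (0.54) at 1 Hz, for glycolysis at 10 Hz (-0.77), and for the antioxidant list at 1, 4, and 10 Hz (-1.43, -1.35, and -0.85). The cause of these changes was not tested.

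On the TPM scales 6 lists passed at 4 Hz, all higher, where 10 had passed, and many medians changed sign. At 1 Hz they were, on log2(TPM + 1) and log2(TPM + 0.1), -0.15 and -0.15 for sarcomere and myotube, -0.083 and -0.085 for glycolysis, -0.049 and -0.050 for hypoxia, -0.12 and -0.12 for the antioxidant list, -0.060 and -0.081 for the acute phase response, -0.094 and -0.098 for the extracellular matrix, and -0.13 and -0.15 for fatty acid oxidation. At 4 Hz they were -0.068 and -0.080 for sarcomere and myotube, -0.040 and -0.040 for glycolysis, -0.073 and -0.075 for hypoxia, -0.088 and -0.11 for the interferon list, -0.14 and -0.14 for the antioxidant list, -0.22 and -0.23 for the extracellular matrix, -0.11 and -0.12 for fatty acid oxidation, and -0.040 and -0.057 for fat cell differentiation. For glycolysis, hypoxia, and the antioxidant list at 10 Hz they were -0.0076, -0.021, and -0.017 on both scales. The median of all genes was -0.15 and -0.17 at 1 Hz, -0.23 and -0.25 at 4 Hz, and -0.014 and -0.017 at 10 Hz. Each reversed list at 1 and 4 Hz lay above it. The TPM scales differ from the main fit in unit and in the absence of TMM scaling. The cause was not tested.

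Of 150 values of named genes, 145 kept direction and side with RLE factors, 149 with upper-quartile factors, 138 without a filter, and 139 with DESeq2's Wald test and with apeglm. With the strict filter it was 134 of 135, as genes with few counts were not tested, and with the fit of 2 groups 137 of 149. Of 144 on log2(TPM + 1) 97 kept both, with 28 calls lost, 2 gained, and 17 reversed, and on log2(TPM + 0.1) 96, 29, 2, and 17. The reversed values on these 2 scales were -0.27 and -0.27 for Myh1 at 4 Hz, -0.17 and -0.17 for Myh3 at 1 Hz, -0.19 and -0.19 for Myh3 at 4 Hz, -0.11 and -0.11 for Myh4 at 4 Hz, and -0.094 and -0.095 for Myh8 at 1 Hz. Others were -0.024 and -0.091 for 9130008F23Rik at 10 Hz, -0.027 and -0.063 for Cmya5 at 1 Hz, -0.035 and -0.054 for Cmya5 at 4 Hz, -0.16 and -0.16 for Myot at 1 Hz, -0.025 and -0.026 for Pfkp at 10 Hz, and -0.014 and -0.015 for Col18a1 at 1 Hz. The rest were -0.0017 and -0.0018 for Mmp2 at 4 Hz, -0.038 and -0.039 for Pdk4 at 4 Hz, and -0.091 and -0.092 for Fabp3 at 4 Hz, beside the 3 in the next paragraph. The cause was not tested.

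Myf6 and Myot at 4 Hz and Fabp3 at 1 Hz lay near 0 (0.022, 0.012, and 8.8e-04) and reversed most often. In that order the values were -0.0029, -0.013, and -0.011 with RLE factors, -0.021, -0.031, and -0.031 without a filter, -0.0090, -0.019, and -0.019 with DESeq2's Wald test, and -0.0048, -0.016, and -0.013 with apeglm. They were -0.20, -0.31, and -0.27 on log2(TPM + 1) and -0.26, -0.31, and -0.27 on log2(TPM + 0.1). With the fit of 2 groups Myf6 was at -0.0042 and Myot at -0.014. Fabp3 was at -0.0061 with the strict filter and -0.026 with the replicate block. The cause was not tested.

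Leaving out a library reversed further lists, and no reversed value passed. Their ranges were -0.044 (without 1 Hz replicate 4) to 0.11 for sarcomere and myotube at 1 Hz, -0.026 (without 1 Hz replicate 1) to 0.13 for the extracellular matrix at 1 Hz, and -0.028 (without 1 Hz replicate 4) to 0.11 for fatty acid oxidation at 1 Hz. Oxidative phosphorylation at 10 Hz ran from -0.093 to 0.0041 (without control replicate 1), and it passed as lower without control replicate 5 (-0.060) or 10 Hz replicates 3 (-0.093) or 5 (-0.082). The antioxidant list at 10 Hz ran from -0.032 to 0.046. It was negative without control replicates 2 (-0.011), 3 (-0.0086), 4 (-0.0032), or 5 (-0.014) or 10 Hz replicates 3 (-0.022) or 5 (-0.032). For p53 targets at 10 Hz the range was -0.074 to 0.0081, positive without control replicate 1 (0.0081) or 10 Hz replicate 6 (0.0065). For fat cell differentiation it was -0.020 to 0.062, negative without control replicate 1 (-0.0091) or 10 Hz replicate 4 (-0.020), and for activity-induced genes -0.048 to 0.21, negative without control replicate 3 (-0.014) or 10 Hz replicate 3 (-0.048). The interferon list at 1 Hz ran from 0.17 to 0.24 and lost its call without control replicate 1 (0.22) or 1 Hz replicates 1 (0.21) or 3 (0.18). Ribosomal proteins at 10 Hz ran from 0.018 to 0.095 and lost their call without control replicates 3 (0.046), 5 (0.053), or 6 (0.056) or 10 Hz replicates 3 (0.023) or 5 (0.018). With fewer libraries each value rests on fewer samples, and a further cause was not tested.

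For genes the ranges over left-out libraries were -0.12 to 0.16 for Myf6 at 4 Hz, negative without control replicates 3 (-0.090) or 5 (-0.12) or 4 Hz replicates 2 (-0.074), 4 (-0.060), or 5 (-0.0017). Pax7 at 10 Hz ran from -0.0037 to 0.084, negative without control replicates 1 (-0.0029) or 6 (-0.0037), and Myh3 at 1 Hz from -0.070 to 0.11, negative without 1 Hz replicates 1 (-0.070) or 3 (-0.015). Myh4 at 1 Hz ran from -0.17 to 0.064, positive without control replicate 6 (0.0086) or 1 Hz replicate 3 (0.064). Myh7 at 1 Hz ran from -0.053 to 0.14, negative without control replicates 1 (-0.053) or 3 (-0.0091) or 1 Hz replicates 1 (-0.039) or 4 (-0.019). Myh8 at 10 Hz ran from -0.12 to 0.019, positive without control replicate 6 (0.019) or 10 Hz replicate 2 (0.012). Ngfr at 10 Hz ran from -0.16 to 0.099, positive without control replicates 4 (0.064) or 5 (0.099) or 10 Hz replicates 1 (0.034), 3 (0.070), 4 (0.015), or 5 (0.014). Fosb and Nr4a1 at 10 Hz ran from -0.068 to 0.46 and from -0.044 to 0.27, both negative without 10 Hz replicate 3 alone. Myot ran from -0.055 (without 1 Hz replicate 4) to 0.23 at 1 Hz and from -0.060 to 0.062 at 4 Hz, there negative without control replicates 3 (-0.0095), 4 (-0.018), or 5 (-0.060) or 4 Hz replicates 3 (-0.019) or 6 (-0.059). Fabp3 at 1 Hz ran from -0.17 to 0.084, negative without control replicates 2 (-0.032), 3 (-0.0078), 4 (-0.025), or 5 (-0.018) or 1 Hz replicates 4 (-0.17) or 6 (-0.11). Each value rests on fewer samples, and a further cause was not tested.

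The separation of 1 and 4 Hz from the controls and 10 Hz on the first principal component held under each alternative, and 22 to 24 of the libraries were placed with their conditions. On that component 10 Hz minus control, 1.83, ran from 1.79 to 3.94 over the alternatives, and with a library left out from -0.094 (without 10 Hz replicate 3) to 3.29. The r between 1 and 4 Hz was 0.723 with the controls split between the comparisons, lower than 0.866 by the construction of that alternative, which removes the shared controls. Of the myosin shares 1 passed at 1 Hz by the exact permutation test, 0 without control replicates 1, 2, 3, or 4 and 2 without 1 Hz replicates 1, 2, or 6. The share of Myh3 at 1 Hz ran from -0.918 to 1.32 percentage points, negative without 1 Hz replicates 1 (-0.137) or 3 (-0.918). The share of Myh4 at 4 Hz ran from -0.314 to 0.257, negative without control replicates 1 (-6.3e-04), 4 (-0.0089), or 6 (-0.114) or 4 Hz replicates 2 (-0.155), 3 (-0.314), or 6 (-0.103). That of Myh7 at 10 Hz ran from -0.118 (without 10 Hz replicate 5) to 1.82, and with shares of estimated counts it was -0.161. The cause was not tested. The alternative for the ChR2 transgene was not run, as no listed gene carries its name. Depth limits genes with few counts, such as Mstn, which was tested only without a filter and with DESeq2, and Myf6, which the strict filter left untested.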

Differences from the paper's values

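All values here are from the 60-min experiment, and the paper's values were read by eye from its figures. No test in this part was chosen after its result was seen, and the alternatives named were set before the data were examined.

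At 10 Hz, 2 genes were upregulated and 3 downregulated, against the paper's about 20 and about 35 in Fig. 2d, read by eye. None of the alternatives reached the paper's values. The upregulated genes numbered from 0 to 4 over the alternatives and the downregulated genes from 0 to 20. The count of downregulated genes was highest with only the 2 groups compared in the fit, at 20, followed by DESeq2's Wald test at 18 and DESeq2 with apeglm at 10. With RLE and upper-quartile factors it was 3, and without a filter 4. The counts at 1 and 4 Hz given beside the paper's text did not differ from the paper's by more than 1.5 times.

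For the regulators in Fig. 2e, read by eye, Myog had a log2(fold change) of -1.34 at 1 Hz, against the paper's about -1.5. RLE factors (-1.35), no filter (-1.38), DESeq2's Wald test (-1.36), and limma on log2(TPM + 1) and log2(TPM + 0.1) (-1.55 for both) fell within the paper's value. Upper-quartile factors, the strict filter, the replicate block, the fit of 2 groups, and apeglm did not. At 4 Hz Myog was at -1.47, against the paper's about -1.8 in Fig. 2e. Myod1 was at -1.42 at 1 Hz, against the paper's about -1.6, and at -1.75 at 4 Hz, against the paper's about -2.1. Myf5 at 4 Hz was at 1.17, against the paper's about 0.9. For these 4 values the only alternatives within the paper's value were limma on log2(TPM + 1) (-1.78, -1.62, -2.07, and 0.79) and on log2(TPM + 0.1) (-1.79, -1.63, -2.09, and 0.84). Pax7 at 4 Hz was at -1.52, against the paper's about -1.9 in Fig. 2e, and only log2(TPM + 0.1) reached it (-1.67), while log2(TPM + 1) gave -0.86. Myf6 at 4 Hz was at 0.022, against the paper's about -0.3 in Fig. 2e. Its SD between libraries was 0.31, and every alternative that tested it fell within the paper's value except upper-quartile factors (0.05) and the replicate block (0.04). The strict filter left Myf6 out.

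For the myosin genes in Fig. 2f, read by eye, the values at 4 Hz were 0.066 for Myh1, against the paper's about -0.25, and -0.66 for Myh2, against the paper's about -1.0. They were 0.12 for Myh3, against the paper's about -0.2, and 0.21 for Myh4, against the paper's about -0.1. They were 0.29 for Myh7, against the paper's about 0.1, and 0.37 for Myh8, against the paper's about 0.07. At 1 Hz Myh3 was at 0.058, against the paper's about -0.17. All 7 fell within the paper's values on log2(TPM + 1), at -0.27, -0.91, -0.19, -0.11, 0.09, 0.06, and -0.17 in that order, and on log2(TPM + 0.1). They did so under none of the other alternatives.

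Of 30 fold changes of these genes read from Fig. 2e,f, 16 did not differ from the values given here and 14 did. Under the alternatives, 18 did not differ with RLE factors, without a filter, and with DESeq2's Wald test, 16 with upper-quartile factors and with the replicate block, 17 with the fit of 2 groups, and 13 with apeglm. The number was 28 on log2(TPM + 1) and 30 on log2(TPM + 0.1), and with the strict filter 14 of 27 did not differ. The counts of changed genes on the TPM scales did differ from Fig. 2d at each frequency.

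The paper names Myh2 as the gene with the strongest evidence of a decrease at 10 Hz. By p it ranked 3 here, with an adjusted p of 0.038, and it had the largest fall of the 3 genes that passed. It ranked 1 with only the 2 groups compared in the fit (adjusted p 3.0e-05), on log2(TPM + 1) (adjusted p 0.15), and on log2(TPM + 0.1) (adjusted p 0.16). It ranked 3 with RLE and upper-quartile factors, the strict filter, the replicate block, and both forms of DESeq2, and 9 without a filter.

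The paper describes the muscle genes of Fig. 2e,f as downregulated after 60 min. Of the 11 tested, 3 were lower and 1 higher at 1 Hz, 4 lower and 3 higher at 4 Hz, and 1 lower and 0 higher at 10 Hz. Myog, Myod1, and Pax7 were lower at 1 and 4 Hz and Myh2 at 4 and 10 Hz, as the paper marks them. Myf5 was higher at 1 and 4 Hz, also as the paper marks it. At 4 Hz the genes higher were Myf5, Myh7, and Myh8, and on log2(TPM + 1) Myf5 alone was. Fig. 2e marks Mstn as lower at 10 Hz. Mstn fell under the filter on low counts here and did not pass without it (log2(fold change) -0.63, adjusted p 0.77).

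Fig. 3b shows the unfolded protein response at 1 Hz as not enriched, with a negative score. A list of 28 tested genes, which is not the paper's gene set, was higher here by a median of 0.35 (camera, adjusted p 3.7e-06), with a preranked score of 2.43 (adjusted p 0.0014). The adjusted p over the alternatives rose to 0.37 at the most, by camera with an estimated correlation. Fig. 3b also shows reactive oxygen species as enriched at 1 Hz, and the paper's text calls it upregulated. The antioxidant list, again not the paper's gene set, gave a preranked score of -1.43 (adjusted p 0.094), the lowest adjusted p of its alternatives, which went up to 0.92. The paper's cutoff for its gene sets is looser than the 0.05 used here. For glycolysis, oxidative phosphorylation, hypoxia, interferon response, and p53 targets, the lists had positive medians at 1 Hz, the direction of the paper's scores, but those of glycolysis (-0.08) and hypoxia (-0.05) were negative on log2(TPM + 1).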

Other observations

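The lists of FoxO targets, clock genes, NF-kappaB targets, and serum response genes reported here are tests chosen after the results were seen. All values are from the 60-min experiment.

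Myog, Myod1, and Pax7 fell at 1 and 4 Hz, and hypotheses on their fall were tested. If myotubes had been lost, or muscle cells held a smaller share, the sarcomere and myotube list would have fallen too. Its median log2(fold change) at 4 Hz was 0.23, and on log2(TPM + 1), where all genes shifted further down, it was -0.068. There the list passed by camera (adjusted p 0.011), but not by fry (adjusted p 0.066) or by camera with the estimated correlation (adjusted p 0.76). The list thus showed no clear fall at 4 Hz, which argues against a loss of myotubes there without excluding it. Repression by contractile activity, as after re-innervation, would lower the other activity-repressed genes. They passed as lower at 1 Hz (camera, adjusted p 0.013, with 12 of 16 genes lower) and not at 4 Hz (adjusted p 0.35, with 9 genes lower), where the 3 genes fell as well. This explanation cannot be told apart from others, since the list holds few genes and decides at 1 frequency only. Fewer proliferating or undifferentiated cells would lower the cell cycle list. It passed as lower at 4 Hz and not at 1 Hz (median -0.089, adjusted p 0.70, with 22 of 32 genes lower and 3 of 6 libraries above the control mean), and its preranked score at 1 Hz was positive (0.54). Without control replicate 2 the list did not pass at 4 Hz either (adjusted p 0.066). This too cannot be told apart, since the cells of a tissue were not counted and Myf5 rose where Pax7 fell. Either may hold beside contraction or the hour of harvest, and none of them was tested in another experiment.

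The higher oxidative phosphorylation and ribosomal protein lists may come from a trend with transcript length, since short genes rose more (Spearman rho of log2(fold change) with length -0.221 at 1 Hz and -0.261 at 4 Hz). Against it, 10000 random lists matched on length and expression reached a median of at most 0.24 at 1 Hz and 0.30 at 4 Hz for oxidative phosphorylation, below its 0.29 and 0.44. Without 1 Hz replicates 4 or 6 its median at 1 Hz was 0.14 and 0.17, and the random lists were not drawn again without them. For ribosomal proteins they reached at most 0.25 and 0.36, below 0.41 and 0.59. With the trend on length and GC content removed, the medians were 0.19 and 0.34 for oxidative phosphorylation and 0.31 and 0.42 for ribosomal proteins. Part of each median therefore goes with length. The trend is not the whole explanation for ribosomal proteins or at 4 Hz, and for oxidative phosphorylation at 1 Hz this is left open. Members of these lists move together (estimated correlations of 0.83 and 0.87 at 1 Hz), and camera with that correlation passed neither (adjusted p 0.76 and 0.64). What set the trend was not tested.

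Some lists moved at 10 Hz by medians far under the fold threshold used for genes. The extracellular matrix list had a median of 0.12 (camera, adjusted p 2.2e-04), with 40 of 51 genes higher and 6 of 6 libraries above the control mean. Over the alternatives the adjusted p ran from 2.6e-05 with the fit of 2 groups to 0.64, and fry did not pass it (adjusted p 0.40). Its median was 0.047 without control replicate 3 and 0.076 without 10 Hz replicate 6. Its leading genes were Col18a1 (log2(fold change) 0.29, adjusted p 0.46) and Mmp2 (log2(fold change) 0.21, adjusted p 0.51), each above the control mean in 6 of 6 libraries and overlapping a gene on the opposite strand. The fatty acid oxidation list had a median of -0.059 (camera, adjusted p 9.5e-04), with 18 of 26 genes lower and 0 of 6 libraries above the control mean. Over the alternatives its adjusted p ran from 1.0e-04 without a filter to 0.55, and fry did not pass it (adjusted p 0.16). Its median was -0.037, -0.10, -0.036, and -0.099 without 10 Hz replicates 1, 3, 4, and 5. Pdk4 (log2(fold change) -0.45, adjusted p 0.092) and Fabp3 (log2(fold change) -0.41, adjusted p 0.40) led it. Over the alternatives the adjusted p of Pdk4 ran from 0.0050 to 0.23 and that of Fabp3 from 0.036 to 0.73. Pdk4 passed without control replicate 5 (adjusted p 0.045).

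The cell cycle list rose at 10 Hz by a median of 0.071 (camera, adjusted p 0.029, with 25 of 32 genes higher and 6 of 6 libraries above the control mean). It did not pass without control replicate 4 (adjusted p 0.061), control replicate 6 (adjusted p 0.19), 10 Hz replicate 2 (adjusted p 0.15), or 10 Hz replicate 3 (adjusted p 0.17), nor by fry (adjusted p 0.43), and its median was 0.15 without control replicate 2. Over the alternatives the adjusted p ran from 0.014 to 0.64. The acute phase list had medians of 0.21 at 1 Hz (adjusted p 0.29) and 0.096 at 10 Hz (adjusted p 0.15), and at 10 Hz it passed without control replicate 6 (adjusted p 0.040). At 1 Hz it passed by fry (adjusted p 0.039, the lowest of its alternatives, which ran up to 0.71), with 6 of 6 libraries above the control mean, and its median was 0.094 without 1 Hz replicate 4. Over the alternatives the adjusted p at 10 Hz ran from 0.019 with the strict filter to 0.61. On log2(TPM + 1) its median at 1 Hz was -0.060. At 4 Hz its leading genes were Il6 and F3 (log2(fold change) 0.84, adjusted p 7.8e-05), with F3 above the control mean in 6 of 6 libraries. Of the activity-repressed genes, Trim63 (log2(fold change) -0.54, adjusted p 0.078) and Chrnd (log2(fold change) -0.30, adjusted p 0.19) led at 10 Hz, each below the control mean in 6 of 6 libraries. Trim63 passed without control replicate 2 (adjusted p 0.033), and its adjusted p ran from 0.0018 to 0.18 over the alternatives.

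Lists that did not pass were the extracellular matrix at 1 Hz (median 0.087, camera, adjusted p 0.50) and 4 Hz (0.064, adjusted p 0.48), with medians of -0.094 and -0.22 on log2(TPM + 1). The first was -0.026 without 1 Hz replicate 1. Fatty acid oxidation at 4 Hz had a median of 0.20 (adjusted p 0.16) and -0.11 on log2(TPM + 1), and by fry it passed (adjusted p 0.046), the lowest of its alternatives, which ran up to 0.88. The fat cell list at 10 Hz had a median of 0.025 (adjusted p 0.59), which was -0.0091 without control replicate 1 and -0.020 without 10 Hz replicate 4. The antioxidant list at 4 Hz had a median of 0.18 and a mean of -0.0031 (adjusted p 0.85), with 19 genes higher and 13 lower, and a median of -0.14 on log2(TPM + 1).

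FoxO targets, added later, had medians of 0.57 at 1 Hz (camera, adjusted over 18 tests 9.2e-11) and 0.69 at 4 Hz (adjusted p 7.7e-12), with 19 of 21 genes higher at each. Of these genes Sesn1 and Trp53inp1 are also p53 targets, Trim63 and Fbxo32 are among the activity-repressed genes, Pdk4 is in the fatty acid oxidation list, Klf15 in the fat cell list, and Bnip3 in the hypoxia list. Output genes of the clock had medians of 0.36 at 1 Hz (adjusted p 9.2e-04, with 8 of 10 genes higher) and 0.18 at 10 Hz (adjusted p 0.086). Its positive arm had medians of -0.25 at 1 Hz (adjusted p 0.52) and 0.0023 at 10 Hz (adjusted p 0.52). The whole NF-kappaB list had medians of 0.18, 0.28, and 0.065 at 1, 4, and 10 Hz (adjusted p 0.21, 0.11, and 0.18). Without Il6 and Ptx3 they were 0.15 at 1 Hz and 0.056 at 10 Hz (adjusted p 0.55 and 0.50). Serum response genes, of which 5 are also in the activity-induced list, had medians of 0.21, 0.34, and -0.019 (adjusted p 0.21, 0.30, and 0.80). Of the lists and frequencies that did not pass by camera, fry passed the output genes of the clock at 10 Hz (adjusted p 0.028) and the whole NF-kappaB list at 4 Hz (adjusted p 0.013). Without Il6 and Ptx3 the latter did not pass by fry either (adjusted p 0.073). The remaining alternatives and the leaving out of libraries were not run for these lists.

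Among the Reactome pathways at 4 Hz, translation elongation had the smallest adjusted p (camera, 1.1e-12), with a median of 0.61 and 96 of 96 genes higher. Messenger RNA splicing was lower, with a median of -0.18 (adjusted p 6.9e-04) and 40 of 116 genes higher. At 10 Hz striated muscle contraction was lower (median -0.14, adjusted p 0.044, with 6 of 30 genes higher) and antigen presentation by class I was higher (median 0.14, adjusted p 4.8e-04, with 25 of 30 genes higher). Fry passed both at 4 Hz (adjusted p 0.0021 and 1.0e-05) and neither at 10 Hz (adjusted p 1.00 and 0.15). Genes of the mitochondrial genome took from 0.54% to 8.90% of the counts of a library, both at 4 Hz, where the rest ran from 1.50% to 4.34%.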
